# Maternal Undernutrition during Pregnancy Alters Amino Acid Metabolism and Gene Expression Associated with Energy Metabolism and Angiogenesis in Fetal Calf Muscle

**DOI:** 10.3390/metabo11090582

**Published:** 2021-08-28

**Authors:** Susumu Muroya, Yi Zhang, Aoi Kinoshita, Kounosuke Otomaru, Kazunaga Oshima, Yuji Gotoh, Ichiro Oshima, Mitsue Sano, Sanggun Roh, Mika Oe, Koichi Ojima, Takafumi Gotoh

**Keywords:** amino acid, angiogenesis, energy metabolism, fetal programming, fetal growth restriction, maternal nutrient restriction, skeletal muscle

## Abstract

To elucidate the mechanisms underlying maternal undernutrition (MUN)-induced fetal skeletal muscle growth impairment in cattle, the *longissimus thoracis* muscle of Japanese Black fetal calves at 8.5 months in utero was analyzed by an integrative approach with metabolomics and transcriptomics. The pregnant cows were fed on 60% (low-nutrition, LN) or 120% (high-nutrition, HN) of their overall nutritional requirement during gestation. MUN markedly decreased the bodyweight and muscle weight of the fetus. The levels of amino acids (AAs) and arginine-related metabolites including glutamine, gamma-aminobutyric acid (GABA), and putrescine were higher in the LN group than those in the HN group. Metabolite set enrichment analysis revealed that the highly different metabolites were associated with the metabolic pathways of pyrimidine, glutathione, and AAs such as arginine and glutamate, suggesting that MUN resulted in AA accumulation rather than protein accumulation. The mRNA expression levels of energy metabolism-associated genes, such as *PRKAA1*, *ANGPTL4*, *APLNR*, *CPT1B*, *NOS2*, *NOS3*, *UCP2*, and glycolytic genes were lower in the LN group than in the HN group. The gene ontology/pathway analysis revealed that the downregulated genes in the LN group were associated with glucose metabolism, angiogenesis, HIF-1 signaling, PI3K-Akt signaling, pentose phosphate, and insulin signaling pathways. Thus, MUN altered the levels of AAs and expression of genes associated with energy expenditure, glucose homeostasis, and angiogenesis in the fetal muscle.

## 1. Introduction

Placental insufficiency and various other maternal factors, such as environmental stress, disease, and malnutrition, contribute to intrauterine growth retardation (IUGR) during gestation, which results in impaired fetal development and decreased bodyweight (BW) at birth [1]. IUGR, also called fetal growth restriction (FGR), which leads to stunting of postnatal growth and decreased nutrient utilization efficiency in the offspring, adversely affects the whole-body composition and results in prolonged disruption of homeostasis as it predisposes the fetus to metabolic disorders, such as insulin resistance [1,2]. Maternal undernutrition (MUN) is one of the major factors that contribute to the induction of IUGR. Previous studies have reported that MUN impairs the growth and metabolism of fetal organs, including the skeletal muscle and liver [3,4,5,6,7,8], by altering the secretion and/or sensitivity of glucose, insulin, and insulin-like growth factor-1 (IGF1) [8]. The skeletal muscle accounts for 40–45% of the body mass [1] and 80% uptake of whole-body insulin-stimulated glucose. Thus, MUN-induced impairment of skeletal muscle growth and metabolism adversely affect fetal metabolism by modulating whole-body insulin sensitivity and glucose homeostasis [9].

Recently, we demonstrated that the skeletal muscle weight of fetuses of dams fed with 60% of crude protein (CP), crude fat (CF), and energy requirements was 1.27- to 1.72-fold lower than that of the fetuses of dams fed with 120% of the nutritional requirements [10]. The phenotypic alteration observed in this study promotes understanding the mechanism underlying the effect of MUN on muscle development and tissue metabolism in the fetuses. Previous studies have demonstrated that MUN from the mid-first to mid-second trimester of gestation period in sheep decreases the number of secondary fibers per fasciculi in the fetal *longissimus dorsi* and *semitendinosus* muscles [11,12]. In human fetuses diagnosed with IUGR, the DNA content decreased in the skeletal muscle at late gestation but did not show difference in protein/DNA ratios compared with healthy fetuses [13]. IUGR alters the proliferation and differentiation of myoblasts prepared from near-term sheep fetuses [14] and the proportion of type I (oxidative) and II (glycolytic) myofibers, the two major matured muscle cell types in the skeletal muscle tissue [15,16,17]. Fetal muscle growth impairment in meat animals can affect livestock production, especially meat quality parameters such as beef tenderness [18,19]. The intramuscular triglyceride content is upregulated in the nutrition-restricted fetal skeletal muscles [16]. This indicated that the skeletal muscles of nutrition-restricted fetuses are predisposed to insulin resistance by fetal programming, which can lead to intramuscular fat accumulation in beef, an important attribute for high marbled beef, such as Wagyu (Japanese Black) cattle.

In contrast to the effect on the myogenic process, the effect of MUN on metabolism of fetal skeletal muscle tissue remains poorly understood. The fetal skeletal muscle mass was reduced by MUN [10], possibly due to the retardation of whole process of skeletal muscle development. This could be a result of insufficient supply of energy and nutrient components that were required for the myogenic differentiation, muscle fiber maturation, and protein accumulation. Skeletal muscle metabolism in nutrient-restricted fetuses is hypothesized to be forced to prioritize minimal metabolism required for cellular energy and structure maintenance to sustain fetal muscle viability. Hence, metabolic pathways associated with energy metabolism and glucose homeostasis in the fetal skeletal muscle under MUN may be dysregulated with concomitant modulation in gene expression. In pigs, the concentrations of arginine, ornithine, proline, glutamine, and polyamines were markedly downregulated in the skeletal muscle under MUN [20]. The dysregulation of amino acids (AAs) and/or lipids in the muscles of the fetus with IUGR has been reported in the nutrition-restricted ewes [21] and placenta insufficiency model under high temperature and humidity in sheep [22] although the altered metabolites varied depending on the experimental conditions. MUN exerts its effect on the fetus by decreasing insulin sensitivity and promoting hypoxia [23]. Furthermore, MUN altered the gene expression profile in the fetal skeletal muscle tissue [24,25,26,27,28]. These studies have suggested that alteration of fetal skeletal muscle metabolism caused by MUN is crucial for the muscle development, however, the effect of MUN on fetal skeletal muscle metabolism has been poorly elucidated. This could be partly due to lack of experimental system leading to phenotypic alteration of fetal development by MUN, which can be overcome by setting the nutrient levels for dams to 60 and 120% as the low and high levels, respectively [10].

The effect of MUN on the fetal development is different depending on the gestational stage of cows, the extent and period of MUN, and the types of nutrient restricted [29]. In addition, difference in the result of MUN not only between animal species, breeds, or organs, but also between skeletal muscle types can be observed [24,30]. Comparison of experimental conditions among previous studies suggests that the effect of MUN on skeletal muscle gene expression varies between early and middle-to-late pregnancy of dams, between energy and protein restriction, and between levels of nutrition [24,25,26,27,28]. Notably, no significant phenotypic effect was observed in skeletal muscle mass or BW, in cases that the MUN period was limited to early-to-middle gestation [12] or that the nutritional level was compared between 70 and 100% or between 85 and 140% in requirement of energy for maintenance [30,31], even with significant effect on muscle fiber numbers and/or gene expression. Thus, the period of MUN and gestational stage of dams can alter the effect of MUN on the gene expression, metabolism, and phenotype of the fetal skeletal muscle. To elucidate the molecular basis underlying the phenotypic alteration of fetal muscle caused by MUN, an experimental design that causes significant phenotypic alteration is necessary.

This study aimed to elucidate the effect of MUN on fetal skeletal muscle metabolism that links to the retardation of the fetal muscle development in Japanese Black cows. To this end, we used a design in which the pregnant dams were fed on low-nutrition (LN) and high-nutrition (HN) diets (based on protein, fat, and energy contents) during the whole gestation (until month 8.5 post-conception) [10]. To find the phenotypic effect of MUN on fetal development under the limited knowledge regarding the MUN effect in cattle, this design is beneficial due to its marked phenotypic alteration of fetal muscles in the LN group [10]. The LN and HN groups were set to 60 and 120% of the recommended nutritional level, respectively, based on the standard diet model for prepregnant BW in the Japanese Feeding Standard for Beef Cattle (JFSBC, 2008 ed.) [32]. The changes in metabolomic and transcriptomic profiles in the fetal *longissimus thoracis* (LT) muscle were analyzed using capillary electrophoresis–time-of-flight mass spectrometry (CE-TOFMS) and microarray analysis, respectively. Bioinformatic analysis of the metabolomic and transcriptomic data was performed to understand the impact of MUN on the fetal skeletal muscle metabolism.

## 2. Results

### 2.1. Fetal Carcass Traits

To examine the effect of MUN on fetal skeletal muscle growth, the BW, LT muscle weight, and total skeletal muscle weight of half carcass (right side) were measured (Table 1). The BW, LT muscle weight, and total muscle weight of the LN group were lower than those of the HN group (*p* < 0.01), whereas the percentage of total muscle weight in BW and that of the LT muscle weight in total muscle weight were not different (*p* > 0.05). The ratios of BW, total muscle weight, and LT muscle weight in the LN group to those in the HN group were 0.72, 0.72, and 0.69, respectively. Thus, MUN markedly decreased the mass of skeletal muscles in the fetuses of the LN group.

### 2.2. Metabolomic Profile of Fetal Skeletal Muscle

To assess the effect of MUN on fetal LT muscle metabolism, the metabolomic difference was analyzed using CE-TOFMS (Table 2). In the CE-TOFMS analysis, four fetuses with the highest BW in the HN group and four fetuses with the lowest BW in the LN group were used for the analysis. In total, 169 uniquely annotated metabolites were detected (Table S1). Of these metabolites, the levels of carnosine, glutamine, glycerol, creatine, *N*^6^-methyllysine, phosphorylcholine, phenylalanine, proline, (*p* < 0.05), alanine, putrescine, creatinine, gamma-aminobutyric acid (GABA), histidine, and glycine (*p* < 0.10) in the fetal muscles of the LN group were higher than those in the fetal muscles of the HN group (Table 2). The levels of 2-aminoethylphosphonic acid (2-AEP, also called ciliatine), *myo*-inositol 2-phosphate (also called inositol 5-phosphate; Ins2P) (*p* = 0.039), and 2-hydroxyvaleric acid (2-HVA) (*p* = 0.098) in the LN fetal muscles were lower than those in the HN fetal muscles.

Unsupervised hierarchical clustering analysis (HCA) using the top 50 significantly different metabolites between the LN and HN groups classified the fetal muscle samples into LN and HN groups. Figure 1 shows that glutamine, glycerol, phosphorylcholine, carnosine, *N*^6^-methyllysine, creatinine, putrescine, creatine, valine, and allantoin were abundant in the LN group, whereas 2-AEP, Ins2P, taurine, *S*-adenosylmethionine (SAM), UDP-*N*-acetylgalactosamine/UDP-*N*-acetylglucosamine, *N*^5^-ethylglutamine, terephthalic acid, 2-HVA, guanosine, and NAD+ were abundant in the HN group, compared with the counterpart group. This result indicated the important contribution of these metabolites to the separation of the fetal muscles between the LN and HN groups. Thus, the fetal muscle of the LN group was characterized by the abundance of metabolites such as carnosine, glutamine, glycerol, creatine, *N*^6^-methyllysine, phenylalanine, and phosphorylcholine.

To understand biological processes associated with differentially expressed metabolites between the LN and HN groups, metabolite set enrichment analysis (MSEA) was performed using the top 50 differentially expressed metabolites. The differentially expressed metabolites were significantly associated with the metabolic pathways of pyrimidine (*p* = 0.003), aminoacyl-tRNA biosynthesis (*p* = 0.007), glycerolipid (*p* = 0.007), AAs (arginine, alanine, aspartate, glutamate, histidine, and proline) (*p* < 0.05), and glutathione (*p* = 0.011) (Table 3). The metabolisms associated with glyoxylate and dicarboxylate (*p* = 0.013), and phosphonate and phosphinate (*p* = 0.017), glycerophospholipid (*p* = 0.018), galactose (*p* = 0.022), primary bile acid biosynthesis (*p* = 0.025), purine (*p* = 0.025), D-glutamine and D-glutamate (*p* = 0.029), nitrogen (*p* = 0.029), glycine, serine and threonine (*p* = 0.036), and β-alanine (*p* = 0.040) were also significantly extracted (Table 3).

### 2.3. Effect of MUN on the Gene Expression Profile of the Fetal Skeletal Muscle

The MUN-mediated metabolic alterations in the LT muscles of the LN fetuses could result from disturbed gene expression. To investigate the association of MUN-induced metabolic alterations with gene expression, microarray-based gene expression analysis was performed using the pooled muscle RNA samples. 

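Total RNA of the LT muscle was pooled from 4 fetuses per group, and each pool was hybridized to 1 one-color Agilent array on the same slide. Each group was therefore measured once, so no test between the groups was possible, and the spread between fetuses is not known. The authors deposited the spot signals of each array from Feature Extraction 11.0.1.1, which are background-corrected intensities without normalization between the arrays. They also deposited log2 values that they normalized by the quantile method in GeneSpring GX. These values cover 30027 of the 43653 probes, all of which were well above background on both arrays. For the values given here, the log2 intensities were normalized by the quantile method over the 43803 non-control spots. Spots with an outlier flag on either array were removed, and the spots of a probe were averaged. A probe was called detected when the software marked it as well above background on at least 1 array. Where it was marked on 1 array only, the dim side was set to the lowest signal marked as well above background on that array, so that the fold is a lower limit. The value of a gene is the mean log2 LN/HN of its detected probes. The software marked 74.5% of the spots as well above background on the HN array and 70.9% on the LN array. The median signal was 49.1 on the HN array and 48.4 on the LN array, against 1.24 and 1.51 for the negative controls, and no spot was saturated. Among 42 probes printed in several spots and well above background on both arrays, the SD of the log2 ratio of a single spot was 0.086. This corresponds to a fold of 1.12 at 95%. The median log2 signal of these probes was 8.28. Most of them were thus brighter than the median spot, and the error of dim probes is not given by them. The log2 LN/HN of the 8 spike-in RNAs, which are added to both samples in equal amounts, ranged from -0.051 to 0.028. These errors cover the array measurement, not the variation between animals.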

The RNA samples were extracted from four fetuses with the highest BW in the HN group and four fetuses with the lowest BW in the LN group. Of the 12,786 detected unique genes, the expression levels of 219 genes in the fetal muscle varied > two-fold between the LN and HN groups (187 upregulated and 32 downregulated genes in the LN group). 

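At least 1 probe was detected for 19969 genes, of which 10783 had an accession matched to a gene symbol, and 19554 had a fold. The expression of 195 genes differed more than 2-fold between the pools, with 139 genes higher and 56 genes lower in the LN pool. In 80 of these genes, 62 higher and 18 lower, at least 1 probe was dim on 1 array. The value is a lower limit in 75 of them, and in the other 5 it leaves out a dim probe that gave no fold. The division between higher and lower genes depended on the scaling of the arrays and on the handling of dim probes. It was 80 higher and 93 lower when the 75th percentile of each array was subtracted, 104 and 75 after cyclic loess, and 91 and 84 without normalization. With the values of dim probes used as measured, without a limit, it was 203 higher and 263 lower. By ratio, the counts moved most after the normexp background correction, which gave 9 higher and 4 lower genes, and they rose most when a probe only had to be positive and significant against its background (664 and 655). Probes of the same gene could be compared in 7139 genes with at least 2 probes measured on both arrays. Of these genes, 77 had a probe past 2-fold. Every other probe changed past 2-fold in the same direction in 13 of them, and at least past 1.25-fold in 34. No other probe changed past 1.25-fold in the same direction in 31.

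**Figure D1:**
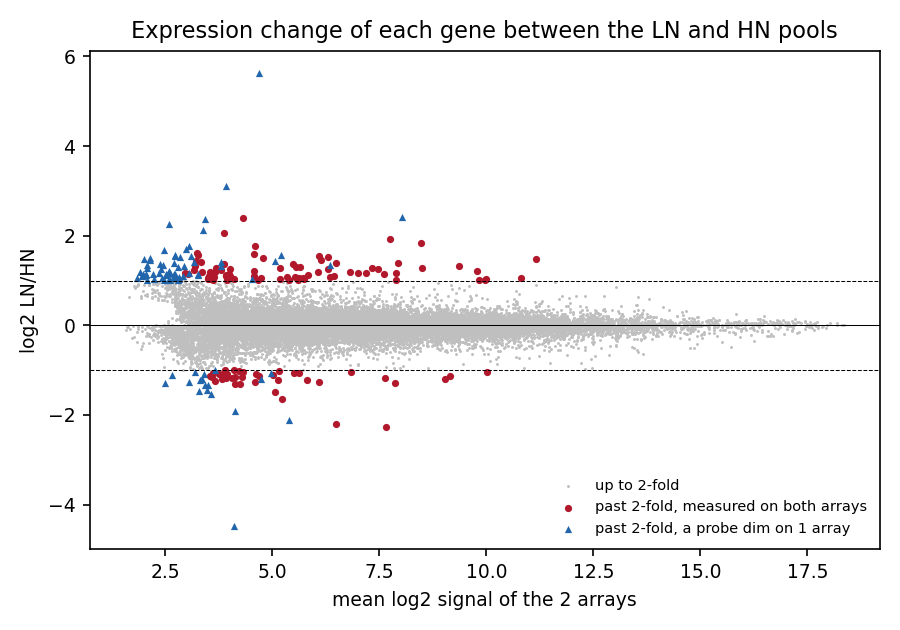
Log2 LN/HN of each gene with a fold (vertical axis) against its mean log2 signal on the 2 arrays (horizontal axis); dashed lines mark 2-fold, circles are genes past 2-fold with all detected probes measured on both arrays, and triangles are genes past 2-fold with a probe dim on 1 array. The 139 higher and 56 lower genes lie mostly at low signal.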

The top five downregulated genes in the LN group were retinoid X receptor α(*RXRA*), angiopoietin-like 4 (*ANGPTL4*), uncoupling protein 2 (*UCP2*), and apelin receptor (*APLNR*, also called *APJ*). 

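Genes were ranked by the fall of their log2 LN/HN among the 19554 genes with a fold. *ANGPTL4*, which has 1 probe, fell from a log2 signal of 7.60 in the HN pool to 5.40 in the LN pool, a log2 LN/HN of -2.20 (rank 3). *UCP2* had a log2 LN/HN of -1.90 (rank 5) from 1 of its 2 detected probes, because the other was dim on the LN array and gave no fold. With the array signals left without normalization, both probes counted and *UCP2* had a log2 LN/HN of -1.04. After the normexp background correction, the log2 LN/HN was -0.50 for *UCP2* and -1.24 for *ANGPTL4*. *APLNR* had a log2 LN/HN of -0.71 (rank 209), and its 4 probes ranged from -1.23 to -0.08, the last a limit from a dim probe. Its value was -1.16 in the authors' normalized log2 values and -0.21 after the normexp background correction. No probe on the array had an accession matched to *RXRA*. Among genes whose detected probes were all measured on both arrays, the largest fall was that of the transcript listed as ENSBTAT00000023729 (log2 LN/HN -2.28). The transcript listed as TC410325 had a log2 LN/HN of -1.64, and the deposited tables used here do not pair either with a gene name. Among the genes with a symbol, *BRINP1* (-1.31), *LOC789612* (-1.30) and *PDK4* were also within the 10 largest falls. The remaining falls of these 10 ended at -1.24.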

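*NR2E3* had the highest rise of a named gene measured on both arrays, from a log2 signal of 2.85 in the HN pool to 4.91 in the LN pool, a log2 LN/HN of 2.05 (rank 8). This value came from 1 of its 2 probes, since the other was not detected on either array. It was 0.41 after the normexp background correction and 1.02 without a filter on dim probes. *TRIB3* had a log2 LN/HN of 1.11 (rank 95), and its 3 probes did not move together, with values from -0.66 to 2.01. It was 2.06 in the authors' normalized log2 values. *SDCBP* has 3 probes on the array. In 1 of them the log2 signal was 9.15 in the HN pool and 13.26 in the LN pool, a log2 LN/HN of 4.11. That spot carried the software's flag for non-uniform pixels on the LN array, the only such flag on either array, and was therefore removed. The other probes of *SDCBP* gave -0.02 and -0.05, and the gene a log2 LN/HN of -0.03. In the authors' normalized log2 values, the probe with the flag was retained with a log2 LN/HN of 3.85. No probe had an accession matched to *OLFM4* or to the transcript XM_005208051. The largest rise among genes whose detected probes were all measured on both arrays was that of the transcript listed as ENSBTAT00000030920 (log2 LN/HN 2.39), followed by *NR2E3* and the transcript listed as DV787919 (1.92).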

Meanwhile, the top five upregulated genes in the LN group were syndecan-binding protein (*SDCBP*), olfactomedin 4 (*OLFM4*), nuclear receptor subfamily 2 group E member 3 (*NR2E3*), tribbles pseudokinase 3 (*TRIB3*), and an uncharacterized gene (XM_005208051). The downregulation of *ANGPTL4*, *UCP2*, and *ALPNR*, which are involved in energy homeostasis, in the fetuses of the LN group was validated using qRT-PCR (*p* < 0.05; Figure 2). However, the expression levels of *RXRA*, *SDCBP*, *OLFM4*, *NR2E3*, and *TRIB3* were not significantly different between the groups in the qRT-PCR analysis (*p* > 0.10).

The microarray analysis results suggested that the MUN affected energy metabolism in the fetal LT muscle of the LN group. Moreover, MSEA revealed that MUN altered the metabolic pathways associated with AAs, glutathione, nitrogen, and one-carbon cycle. Therefore, this study further focused mainly on energy metabolism-related genes that showed difference between the LN and HN groups in the microarray analysis. 

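Among genes of lipid oxidation, a list of 25 genes written by hand, 22 genes had a value and 17 of these were lower in the LN pool. The median log2 LN/HN of the list was -0.23, at percentile 0 of 10000 random lists of the same size matched on mean signal. The medians of the random lists lay between -0.082 and 0.082 in 95% of cases. These percentiles describe the 2 arrays and are not p-values. The paper names 5 genes of this list, and without them the median was -0.13 (percentile 0.41). Over all other settings the median ranged from -0.34, with the probe of the largest change taken for each gene, to -0.19. *FABP3* had a log2 LN/HN of -0.84, *SLC25A20* of -0.55, *ACADVL* of -0.49 and *HADHB* of -0.45, whereas *PLIN2* had a log2 LN/HN of 0.54. From its microarray results, the paper proposes that MUN affected energy metabolism in the LT muscle of the LN fetuses.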

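The 8 probes of *PDK4* gave log2 LN/HN values between -1.57 and -0.97, with a mean of -1.28. *NOS2* had a log2 LN/HN of -0.99 from 2 detected probes (-1.34 and -0.63), just short of a 2-fold change, and *CPT1B* of -0.37 from 3 probes (-0.63 to -0.01). In the other direction, *MTHFD2* had a log2 LN/HN of 1.60, a 3.03-fold rise, from 1 probe, and *GPNMB* of 1.55 from 2 probes (1.36 and 1.75). *SLC7A5* rose 2.59-fold (log2 LN/HN 1.38) and *ALDH1L2* 2.56-fold (1.36). The 2 probes of *RETN* differed, with log2 LN/HN values of 0.06 and 1.34. Smaller rises were found in *PPARA* (0.29, 1 probe), *RICTOR* (0.27, with probes from -0.02 to 0.53) and *FOXP1* (0.15, with probes from 0.01 to 0.26). The size of these rises depended on the settings. The normexp background correction, whose offset of 50 draws dim ratios toward 0 by construction, made them smaller. The log2 LN/HN was then 0.20 for *ALDH1L2*, 0.40 for *MTHFD2*, 0.65 for *SLC7A5* and 0.87 for *GPNMB*. That of *PPARA* changed direction to -0.042. Without a filter on dim probes, the log2 LN/HN was 0.79 for *ALDH1L2* and 0.92 for *SLC7A5*, while *MTHFD2* (1.60) and *GPNMB* (1.55) did not change. Falls were affected as well. After the normexp background correction, the log2 LN/HN was -0.84 for *PDK4*, short of a 2-fold change, and -0.36 for *NOS2*. That of *CPT1B* changed little (-0.30). Without a filter on dim probes, *NOS2* had a log2 LN/HN of -0.67. Because the pools were measured once, the spread between fetuses cannot be set against these values.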

The qRT-PCR analysis revealed that the expression levels of carnitine palmitoyltransferase 1B (*CPT1B*) (*p* = 0.027), *NOS2* (also called inducible NOS, iNOS) (*p* = 0.024), and pyruvate dehydrogenase kinase 4 (*PDK4*) (*p* = 0.094) were downregulated, whereas those of solute carrier family 7A5 (*SLC7A5*) (*p* = 0.034), methylenetetrahydrofolate dehydrogenase/cyclohydrolase (*MTHFD2*), aldehyde dehydrogenase 1 family member L2 (*ALDH1L2*), peroxisome proliferator-activated receptor α (*PPARA*), resistin (*RETN*), glycoprotein nonmetastatic melanoma protein B (*GPNMB*), rapamycin-insensitive companion of mammalian target of rapamycin (*RICTOR*), and forkhead box protein P1 (*FOXP1*) were upregulated in the LN fetal muscles (*p* < 0.10) (Figure 2).

### 2.4. GO Analysis of MUN-Associated Metabolic Pathways

The analysis of differentially expressed genes between the LN and HN groups revealed that MUN modulated gene expression associated with energy production/consumption, NO synthesis, angiogenesis, and the metabolic pathways involved in skeletal muscle development. To understand the pathways in which the differentially expressed genes are enriched, gene ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes database (KEGG) pathway analyses were performed using 3949 genes whose expression in the LN fetal muscle was >1.25-fold downregulated (Table 4) or upregulated (Table 5) when compared with those in the HN fetal muscles.

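At the 1.25-fold threshold, 3512 genes differed between the pools, with 1731 genes higher and 1781 genes lower in the LN pool. The share of higher genes was 49.3%. It was 30.7% when the 75th percentile of each array was subtracted (1191 higher and 2693 lower), a scaling that moved the median of all genes to -0.042. Without normalization it was 39.3%. The threshold corresponds to a log2 LN/HN of 0.32, against an SD of 0.099 (median) between the probes of a gene measured on both arrays.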

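The glycolysis and gluconeogenesis list held 23 genes, 21 of them with a value, and 18 of these were lower in the LN pool. Its median log2 LN/HN was -0.22, at percentile 0 of the matched random lists. The paper names 6 genes of the list, and the median of the 15 others was -0.15 (percentile 0.18). *FBP2* fell most (log2 LN/HN -0.65), and its 2 probes gave -0.71 and -0.60. The other values were -0.32 for *GPI*, -0.25 for *PFKM*, -0.27 for *ENO3*, -0.42 for *ENO2* and -0.08 for *PGAM1*, which was 0.03 with its brightest probe. Of the list, 5 genes were past 1.25-fold lower. *PFKL* (0.34), *LDHB* (0.21) and *PFKP* (0.16) were higher. The lists were written by hand and are not the KEGG pathways, which were not analysed here.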

The downregulated genes in the LN fetal muscle were significantly enriched in the following KEGG pathways: glycolysis/gluconeogenesis, MAPK signaling, HIF-1 signaling, carbon metabolism, PI3K-Akt signaling, thyroid hormone signaling, pentose phosphate, insulin signaling, and p53 signaling (*p* < 0.01, Table 4). In addition, the downregulated genes were associated with GO terms, such as response to cytokine, negative regulation of transcription from RNA polymerase II promoter, angiogenesis, negative regulation of lipid catabolic process, positive regulation of blood vessel endothelial cell migration, negative regulation of protein catabolic process, as well as with those related to glycolysis/gluconeogenesis, apoptosis, and release of cytochrome c (biological process) (*p* < 0.01). 

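The angiogenesis list held 30 genes, 29 of them with a value, of which 21 were lower in the LN pool. Its median log2 LN/HN was -0.13 (percentile 0.18 of the matched random lists). Of its genes, 8 are named in the paper, and without them the median was -0.089 (percentile 5.35), within the range of the random lists. *NOS3* had a log2 LN/HN of -0.50 from 2 probes (-0.55 and -0.46), *ANGPT4* of -0.36 from 1 probe and *EPAS1* of -0.55, which includes a dim probe. *THBS1* had a log2 LN/HN of -0.34 over 6 probes, 2 of them limits from a dim signal. *VEGFA* (0.01) and *KDR* (-0.06) changed by less than the spread between probes. For the list of genes of NF-kB signaling and inflammation, the median was -0.044 (percentile 19.8). In that list *RELA* had a log2 LN/HN of -0.22 and *NFKB1* of -0.19.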

Meanwhile, the upregulated genes in the LN fetal muscle were enriched in the following KEGG pathways: biosynthesis of AAs, aminoacyl-tRNA biosynthesis, glycine, serine and threonine metabolism, synthesis and degradation of ketone, and protein digestion and absorption (*p* < 0.01, Table 5). 

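The list of serine and glycine metabolism had a value for 16 of 21 genes, with 13 higher in the LN pool and a median log2 LN/HN of 0.26 (percentile 100 of the matched random lists). None of its genes with a value is named in the paper from these arrays. *PSPH* (1.53), *PHGDH* (1.49), *CBS* (1.31) and *PSAT1* (1.16) were past 2-fold. Of the aminoacyl-tRNA synthetases, 19 had a value and 14 were higher, with a median of 0.18 (percentile 99.99). *GARS1* (0.81), *SARS1* (0.58) and *TARS1* (0.52) rose most. For the 9 genes of ketone body metabolism with a value, the median was 0.24 (percentile 99.7). This percentile fell within the range of the random lists when a probe only had to be positive and significant against its background (96.2) and without a filter on dim probes (97.2). *BDH1* had a log2 LN/HN of 1.38 from 1 probe and *ACAT2* of 0.62, whereas *ACAT1* had a log2 LN/HN of -0.26. Of the upregulated pathway genes that the paper tested by qRT-PCR, only *BDH1*, *MTHFD2* and *ALDH1L2* were upregulated. Most showed no difference and are not shown, so which genes of these lists were among them is not known. The paper infers that upregulation varied among the LN fetuses.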

The upregulated genes were also associated with the following GO terms (biological process): one-carbon (1C) metabolic process and tetrahydrofolate metabolic process (*p* < 0.01).

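All 18 genes of the one-carbon metabolism list had a value, and 13 were higher in the LN pool. The median log2 LN/HN was 0.095 (percentile 95.8), within the range of the matched random lists, which was -0.13 to 0.11. Against the random lists of the same setting, its percentile was 99.6 with the brightest probe of each gene (median 0.16) and 98.95 after the normexp background correction, where the median was smaller (0.068). The paper names 2 genes of the list, *MTHFD2* and *ALDH1L2*, and without them the median was 0.048 (percentile 80.5). *MTHFD2L* (0.59) and *SHMT1* (0.41) were also higher, *SHMT2* (0.07) and *MTHFD1* (0.03) changed little, and *AMT* (-0.25) and *FTCD* (-0.25) were lower.

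**Figure D2:**
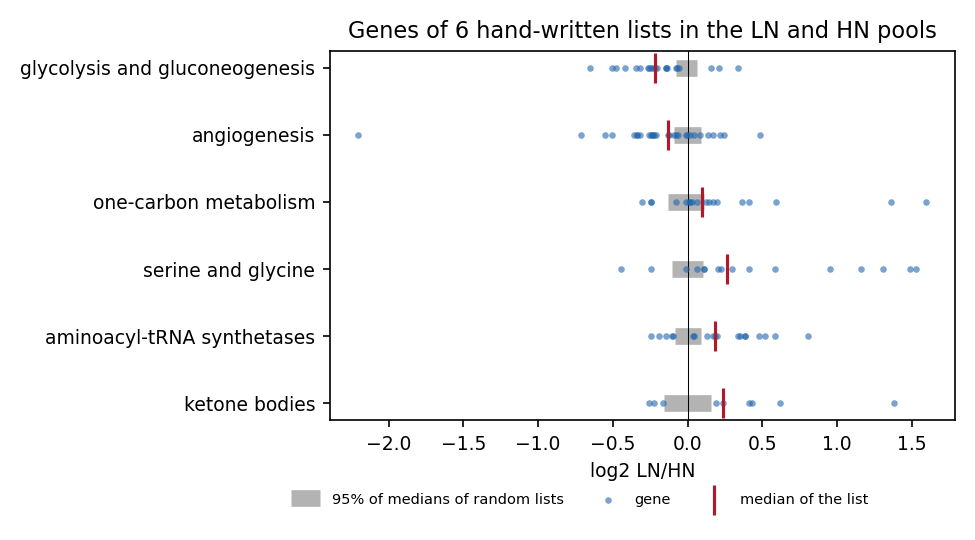
Log2 LN/HN (horizontal axis) of the genes of 6 hand-written lists, one list per line; each dot is a gene, the red line the median of the list and the grey bar the range that holds 95% of the medians of 10000 random lists matched on mean signal. The medians of the glycolysis (-0.22) and angiogenesis (-0.13) lists lie to the left of the bar, that of one-carbon metabolism (0.095) inside it, and those of serine and glycine (0.26), aminoacyl-tRNA synthetases (0.18) and ketone bodies (0.24) to its right.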

To validate the resultant biological processes in the GO/pathway analyses, the expression levels of the representative genes involved in these pathways or metabolisms were examined with qRT-PCR. The expression levels of genes related to glycolysis/gluconeogenesis or carbon metabolism (*GPI*, *ENO3*, *PFKM*, *FBP2*, and *PGAM1*), MAPK signaling, HIF-1 signaling, and PI3K-Akt signaling pathways (*ANGPT4*, *NOS2*, *NOS3*, *ENO3*, *MAPK3*, *NFKB1*, *PLCG1*, *PRKAA1*, *RELA*, and/or *THBS1*), pentose phosphate pathway (*GPI*, *PFKM*, and *FBP2*), and insulin signaling pathway (*FBP2* and *MAPK3*) were downregulated in the LN fetal muscle (Table 4; Figure 3). In addition, the expression level of the cellular energy sensor *PRKAA1* (cyclic AMP-activated protein kinase (AMPK) α1 subunit) was downregulated in the LN fetal muscle (*p* = 0.029), although the AMP/ATP ratio was not significantly different between the LN and HN groups based on the metabolome analysis (*p* = 0.462). Most of the downregulated genes of interest were also associated with GO terms, such as response to cytokine (*NFKB1* and *RELA*), negative regulation of transcription from RNA polymerase II promoter (*FOXP1*, *NFKB1*, and *RELA*), angiogenesis (*GPI*, *NOS3*, *ANGPT4*, and *ANGPTL4*), regulation of apoptotic process (*PINK1* and *RELA*), negative regulation of lipid catabolic process (*PRKAA1*), positive regulation of blood vessel endothelial cell migration (*ANGPTL4*, *PLCG1*, and *THBS1*), and negative regulation of protein catabolic process (*NOS2*, *SIRT2*, and *RELA*) (Table 4).

The qRT-PCR analysis also revealed that the genes associated with synthesis and degradation of ketone bodies (*BDH1*) and one-carbon metabolic process (*MTHFD2* and *ALDH1L2*) were upregulated in the LN fetal muscle (Table 5). The associated genes validated for the upregulated genes were markedly lower than those for the downregulated genes. These results indicated that the downregulated genes were associated with transcription, angiogenesis, glucose metabolism, AA metabolism, and protein catabolism, and MAPK, HIF-1, and PI3K-Akt signaling pathways.

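Of the 32 genes for which the paper draws a direction from qRT-PCR in Figures 2 and 3, 30 had the same direction on the arrays. These were 21 of the 23 genes drawn lower and all 9 genes drawn higher in the LN group. The 21 genes include *SDCBP*, which was lower by less than the error of a spot after its spot with an outlier flag was removed. With such spots kept, a setting chosen after seeing the data, the count was 29. The paper chose these genes on the same arrays, so the count is a description and not independent evidence. It also reports no difference by qRT-PCR for most of the upregulated pathway genes that it tested, and does not show them. Such genes are not in the count. The array change was past 1.25-fold in 11 of the 23 lower genes and in 6 of the 9 higher genes. *PRKAA1* had a log2 LN/HN of 0.04, and its 8 probes ranged from -0.42 to 0.31. It was -0.02 when the 75th percentile of each array was subtracted. *FGFR2* had a log2 LN/HN of 0.17, with probes from -0.26 to 0.68. It was -0.31 without a filter on dim probes. For the genes of MAPK, HIF-1 and PI3K-Akt signaling not yet given, the log2 LN/HN was -0.16 for *MAPK3*, which was 0.0041 with its brightest probe, and -0.31 for *PLCG1*, the latter with a dim probe. *SIRT2* had a log2 LN/HN of -0.23 and *PINK1* of -0.32. *HIF1A* was slightly higher in the LN pool (0.25, with 3 probes from 0.18 to 0.30), and *RPL7* changed little (0.07). From the GO and KEGG terms of the downregulated genes and their qRT-PCR, the paper concludes that these genes were associated with transcription, angiogenesis, metabolism of glucose and AAs, protein catabolism and the MAPK, HIF-1 and PI3K-Akt pathways.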

## 3. Discussion

### 3.1. Altered Amino Acid Metabolism Was the Major Response to IUGR

In this study, MUN altered the metabolomic profile of the fetal LT muscle. Among various maternal nutritional restriction conditions, this study examined the effect of restricting global nutrition, including CP, CF, and total digestible nutrients, during whole gestation. This nutrient-restricted condition markedly decreased BW, skeletal muscle weight, and fat content in the fetuses. The weight of liver, kidney, thymus, spleen, heart, lung, rumen, omasum, and large intestine were also lower in fetuses of the LN group than in those of the HN group as reported previously [10].

The retardation of fetal organs such as liver and kidney might affect the muscle growth retardation and disturbance of metabolism. In addition, MUN altered the fetal LT muscle metabolome. The levels of AAs, such as glutamine, phenylalanine, and proline in the LN fetal muscle were 1.2- to 1.5-fold higher than those in the HN fetal muscles. The increased levels of AAs, such as glutamine and alanine, were consistent with the results of MSEA, which revealed that metabolic pathways associated with arginine, alanine, aspartate, glutamate, histidine, and proline in the fetal muscles were significantly different between the LN and HN groups (Table 3). On the other hand, levels of ATP, AMP, and AMP/ATP ratio were not significantly different between the LN and HN groups. This suggests that energy balance was maintained in the LN fetal muscle to the same level as the HN fetal muscle, at the expense of energy consumption in nutrient-restricted condition. Hence, the increased AA levels in the LN fetal muscles can be attributed to the decreased utilization of AAs caused by energy insufficiency, increased AA uptake, and/or enhanced protein degradation (Figure 4).

AAs, such as glutamine and alanine, accumulate likely due to decreased protein synthesis even under optimal AA supply conditions, which can be due to restricted available energy. Hypothetically, AAs that are constitutively taken up from the circulation or generated through intracellular protein degradation accumulate in the muscle cells due to their decreased utilization in protein synthesis. This is supported by the decreased muscle mass and downregulation of genes involved in the PI3K-Akt signaling and insulin signaling pathways that activate protein synthesis [33], in the LN fetal muscles (Table 4). Similar results were also reported in previous studies, which demonstrated that the skeletal muscle mass decreased even though the AA levels were increased [22,34]. The decreased AA utilization could be associated with the downregulated expression of genes involved in the glycolytic and pentose phosphate metabolic pathways (Table 4) and decreased energy production in the LN fetal muscles. This restricted energy-mediated AA accumulation is also supported by decreased glucose uptake, which can be attributed to downregulated expression of glucose transporter 4 (GLUT4) observed previously (in submission). These changes in energy metabolism can force the fetal metabolism to prioritize skeletal muscle maintenance by saving energy rather than protein synthesis for cell growth and proliferation (Figure 4). 

In this study, the increased levels of glutamine, phenylalanine, proline, and histidine were accompanied by upregulation of *SLC7A5* (a large neutral AA transporter) in the LN fetal muscles. This suggests that the AA uptake/release is activated in the bovine fetuses of the LN group. High temperature-induced IUGR decreased the uptake of BCAAs and aminogenic AAs, and decreased the levels of metabolites, such as alanine, arginine, aspartate, and glutamate in the ovine fetal muscle [22]. These results indicate that IUGR affects the AA uptake in the skeletal muscle, although the differences in the altered AAs between the bovine and ovine models can be attributed to the experimental conditions. In addition, the contribution of protein degradation to the increase in AAs cannot be ruled out. The fetal muscle of the LN group can catabolize its proteins as evidenced by the GO analysis results that the downregulated genes were associated with the negative regulation of the protein catabolic process. In previous studies examining MUN impact on proteolytic system, the contents of calpastatin, an endogenous specific inhibitor of protease calpains, and ubiquitinated proteins were not lower in the fetal muscle under MUN, compared with those in the control fetuses [31,35]. Collectively, protein degradation is considered not to significantly contribute to the increased levels of AA in this study.

The five increased proteinogenic AAs (glutamine, proline, alanine, histidine, and glycine) in the LN fetal muscles are glucogenic, whereas phenylalanine is both glucogenic and ketogenic [36,37]. In particular, glutamine was the most abundant proteinogenic AA (3879–5444 nmol/g tissue in the fetal muscle) and is important for glucose synthesis for energy production [38,39]. Previous studies have reported that gluconeogenesis [40] and urea synthesis [41,42] are activated in the nutrient-restricted ovine fetuses. Therefore, the AAs in the LN fetal muscle may be transported to the liver and utilized for energy production through the glucose-alanine cycle.

### 3.2. Association of Altered AAs with Metabolism of Nitrogen, β-Alanine, and Glycerophospholipids

Among the increased AAs, glutamine plays important physiological roles in the synthesis of other AAs and the related metabolites [38,39]. Glutamine is a major precursor of arginine [43] that can be converted to metabolites, including NO, proline, glutamate, creatine, and polyamines, such as putrescine [38], although the content of arginine was not altered in this study. The levels of these metabolites and glutamine were increased in the LN fetal muscle, which suggested that the increased level of glutamine raised the production of these metabolites through the arginine metabolic pathways. This is consistent with the results of MSEA, which revealed that the altered metabolites in the fetuses of the LN group were mainly associated with arginine metabolism (Table 3).

Putrescine, which was one of the increased metabolites, can be generated from glutamine via ornithine. In addition, putrescine is a precursor of bioactive polyamines, spermine and spermidine. These polyamines, with their roles in the metabolism of pyrimidine and purine, are essential for cell growth, proliferation, and differentiation [44]. As MSEA revealed the enrichment of the metabolism of pyrimidine and purine (Table 3), the increased putrescine levels in the LN group can be attributed to decreased nucleotide synthesis. Similarly, the accumulation of catabolic products (proline and GABA) of arginine and glutamine can be attributed to decreased synthesis of further reaction products due to restricted energy (Figure 4).

The level of creatine, a product of arginine catabolism, was also increased. However, the increased glutamine levels may not simply have contributed to increased creatine levels in the LN fetal muscle. This is because even though creatine is abundant in the skeletal muscle, it is generated in the liver and kidney [45]. The enhanced production of creatine can be attributed to creatinine kinase-catalyzed ATP production, in which creatine is generated by transfer of phosphate from creatine phosphate to ADP [46]. Creatine catabolism may also be impaired in the fetuses of the LN group due to the shift of reaction equilibrium toward enhanced ATP production. The increased levels of creatinine, a product of muscle creatine catabolism, can result from creatine accumulation in the fetuses of the LN group (Figure 4). This is consistent with an observation of increased creatine and creatinine levels in the urine of human neonates with IUGR [47].

Carnosine (β-alanyl-L-histidine) was previously reported to be decreased in the ovine fetal muscle under restricted maternal nutrition conditions, while anserine is increased at the late gestation stage [21], which may be associated with altered histidine metabolism. The levels of carnosine and histidine were increased in the fetuses of the LN group. As the LN fetuses showed altered histidine metabolism (Table 3) and increased levels of histidine transporter SLC7A5, the enhanced histidine uptake might contribute to histidine and carnosine accumulation.

### 3.3. Other Metabolites Altered in the Fetal Muscles of the LN Group

In this study, glycerol was increased in the LN fetal muscles, which may be derived from the intake of glycerol from nutrient-restricted maternal circulation through the placenta during late gestation [48,49]. The effect of MUN on glycerol levels in the fetal muscle has not been examined. Thus, the reason for increased glycerol levels in the fetuses of the LN group is unclear. Nevertheless, pregnant ewes can produce glycerol from the triglycerides in the adipose tissues during late gestation, especially during the fasting period [48,49]. The increased glycerol level in the LN group may indicate that MUN promotes fetal muscle glycerol uptake from the pregnant dams for energy production.

Inositol phosphoglycans (IPGs), including Ins2P and *myo*-inositol (myoIns), are involved in the insulin signaling pathway [50]. The administration of IPGs to non-diabetic or diabetic rats dose-dependently alleviates hyperglycemia and promotes muscular glycogenesis [51]. Moreover, IPGs released in response to insulin receptor activation promote oxidative glucose metabolism and the tricarboxylic acid cycle [52]. Thus, Ins2P may be involved in the dysregulation of glucose metabolism in the fetuses of the LN group in this study. The fetal plasma inositol concentrations are increased in sheep and pigs with IUGR [53,54,55]. Hence, Ins2P can be a biomarker for IUGR [47,56].

The correlation between IUGR and 2-AEP or 2-HVA has not been elucidated. Rats and other higher vertebrates cannot generate 2-AEP that contains a carbon–phosphorus bond [57,58]. The ruminant protozoa can synthesize protein-bound and lipid-bound forms of 2-AEP, as well as a free form of 2-AEP [59]. Previous studies have reported that 2-AEP is detected in the goat liver, bovine brain and liver, and major tissues of rats, chicken, and humans, including skeletal muscle [59,60]. In the rat liver, 2-AEP is incorporated in phosphonolipids, such as diacylglyceryl-AEP [61], which suggests that 2-AEP is a membrane component. Thus, 2-AEP in the bovine fetus may be taken up from the pregnant cows through the placenta and utilized as a membrane component. Further studies are needed to examine the biological role of dysregulated 2-AEP in the LN fetal muscle.

Phosphorylcholine level was increased in the LN fetal muscle. Free phosphorylcholine can be generated from the catabolism of sphingomyelins as evidenced by the changes in ceramide, sphingolipid, and phospholipid metabolites in the offspring of ewes fed on a nutrient-restricted diet [21]. The roles of ceramide and sphingomyelins in the muscle are poorly understood. However, the altered phosphorylcholine level may indicate that undernutrition modulates sphingolipid signaling by promoting the production of sphingolipid-1-phosphate in the fetal skeletal muscle, which can affect not only the activation of muscle satellite cells from quiescence for postnatal muscle growth and repair [62] and also neuronal development.

*N*^6^-methyllysine is a product of protein degradation. The interaction between modified histones and altered metabolites, including methylated lysine, in fetuses with IUGR has not been completely understood. IUGR-induced metabolic alteration can be associated with alteration of histone modification. The decreased *N*^6^-acetyllysine levels in the offspring of over-fed ewes at birth suggested epigenetic changes [21]. Thus, *N*^6^-methyllysine may be released from specific lysine residues of histones in relation to altered gene expression in the fetuses of the LN group.

### 3.4. Potential Mechanisms of NOS Downregulation and Its Impact in the Fetuses of the LN Group

MUN downregulated the expression of *NOS2*, *PRKAA1*, *ANGPTL4*, *PDK4*, *APLNR*, *UCP2*, and *CPT1B*, all of which are associated with energy metabolism. NO synthase (NOS) including *NOS2* product (iNOS), plays an essential role in energy production, autoregulation of blood flow, myocyte differentiation, respiration, and glucose homeostasis of skeletal muscle [63], as well as angiogenesis of the tissue [64]. *NOS3* (endothelial NOS gene) was also downregulated in the fetuses of the LN group. To date, the effect of IUGR on NOS gene expression in the fetal tissues has not been demonstrated. On the other hand, MUN impairs NO-dependent vasodilation and increases arterial blood pressure in the ovine fetus [65]. Collectively, the present results suggest that downregulation of NOS genes is involved in impairment of the LN fetal muscle development through dysregulated blood flow and/or nutrient supply.

In this study, MUN downregulated genes participating in the HIF-1 signaling pathway (Table 4). The HIF-1 signaling pathway can be promoted by hypoxia-induced factor-α (HIF-1α) in response to inflammatory mediators, as well as hypoxia, and regulates angiogenesis and immunity through activation of genes including *NOS2* [66]. HIF-1α expression was not significantly different between the LN and HN groups (*p* = 0.142), suggesting that downregulation of *NOS2* and *NOS3* was not mediated by HIF-1α. The mechanism underlying the lower expression of HIF-1 signaling pathway genes in the LN fetuses is unclear; however, the LN fetal muscle may have reduced inflammatory activity as observed in the lower expression associated with inflammatory response (GO:0006954, *p* = 0.011, data not shown).

The downregulation of NOS genes is assumed to decrease NO synthesis and consequently can affect energy homeostasis through a decrease in the activity of AMPK, as indicated in the role for NO in the GLUT4 regulation via regulation of AMPK [67]. AMPK is a cellular energy sensor that can sense changes in energy metabolism, including glucose uptake and oxidation [68]. In addition, AMPK regulates whole-body energy homeostasis by integrating hormonal and nutritional signals from the cellular environment and the whole organism [69]. As MUN did not alter the AMP/ATP ratio, factors other than cellular energy levels could be involved in the downregulation of AMPK α1 subunit, which may be mediated by NOSs. The *NOS3* expression affects glucose uptake via GLUT4 activation in response to insulin [70]. Hence, the downregulation of *NOS3* may decrease glucose uptake, which may affect energy homeostasis (Figure 4), in coordination with the downregulated expression of glycolytic genes, such as *GPI*, *ENO3*, and *PGAM1* (Table 4).

The downregulation of NOS may also affect the muscle angiogenesis in the LN fetuses, as NO is essential for placental angiogenesis and fetal development [71]. This can be coordinated with downregulation of *ANGPTL4*, a multifunctional factor involved in metabolism and vascular homeostasis [72]. ANGPTL4 promoted NO production through the integrin/JAK/STAT3-mediated upregulation of *NOS2* expression in wound epithelia [73]. This is consistent with the results of GO analysis, which revealed that the downregulated genes were associated with angiogenesis and the relevant biological events (Table 4). Furthermore, ANGPTL4 is involved in the vascularization of the tissues in angiogenesis-related disorders [74]. The downregulated expression levels of *NOS3* and *ANGPTL4* may affect fetal muscle angiogenesis and thereby impair skeletal muscle development.

### 3.5. Downregulated Genes in the Fetuses of the LN Group Are Associated with Energy Metabolism or Angiogenesis

ANGPTL4 is involved in lipid partitioning and maintenance of lipid homeostasis [75,76], and also has a role in insulin sensitivity and glucose homeostasis [77]. Although ANGPTL4 is considered a cytokine secreted from the adipose tissue and liver, the expression of *ANGPTL4* was altered in the biceps femoris muscle of the ovine fetuses after in utero exposure to excess maternal cortisol during late gestation [78]. This suggested that ANGPTL4 regulates the fetal muscle energy metabolism, as well as lipid metabolism, by targeting the distant adipose tissue in response to the nutritional environment. The altered *ANGPTL4* expression in the ovine study was accompanied by altered *PDK4* expression [78]. PDK4, a major isoform of the pyruvate dehydrogenase kinases in the skeletal and cardiac muscles, is transcriptionally regulated by both glucocorticoids and insulin [79]. Thus, MUN dysregulates energy metabolism and glucose homeostasis partly through the downregulation of *ANGPTL4* and *PDK4*.

Previous studies have demonstrated that IUGR modulates glucose homeostasis in the adipose tissues by regulating APLN (apelin) and its receptor APLNR [80,81] but not in the skeletal muscles so far. Although the expression levels of *APLN* and *APLNR* vary depending on the tissues and developmental stages [80], they are broadly expressed in almost all adult tissues, including the skeletal muscle [82]. The apelinergic system, APLN and APLNR, are involved in regulation of glucose uptake [83] and insulin sensitivity in the soleus muscle [84], which can be mediated by AMPK [84]. Thus, the downregulated *APLNR* expression may contribute to decreased glucose uptake in the LN fetal muscles in this study. However, further studies are needed to elucidate the roles of APLNR in MUN-mediated impaired fetal muscle development.

MUN downregulated the fetal muscle expression of *UCP2* (an isoform of UCPs; known as mitochondrial transporters) that is involved in thermogenesis and energy dissipation [85]. In the human skeletal muscle, the downregulated expression of *UCP2* was associated with decreased weight loss under calorie restriction conditions [86]. This suggested that the expression of *UCP2* is downregulated under energy-depleted conditions. The fetal muscle metabolism in the LN group may shift toward energy-saving pathways by suppressing energy expenditure, such as thermogenesis due to UCP2 activity (Figure 4).

CPT1B, which is involved in the rate-limiting step of mitochondrial β-oxidation, regulates the mitochondrial uptake of long-chain acyl-CoAs [87]. MUN downregulated the CPT-1 activity in the skeletal muscle of offspring of the nutrition-restricted ewes, which may be associated with the increased fat accumulation in the offspring [16]. The findings of this study suggest that MUN downregulated the levels of *CPT1B*, which may decrease fatty acid oxidation metabolism in the fetuses of the LN group (Figure 4) due to decreased abundance of fatty acids. 

*RETN* and *GPNMB* were upregulated in the fetuses of the LN group. Previous studies have reported that RETN, an adipokine associated with insulin resistance, is downregulated in the skeletal muscle of rats fed on a high-fat and high-protein diet [88]. The upregulated expression of *GPNMB* in the blood is correlated with AMPK activation in the skeletal muscle of Zucker diabetic fatty rats [89]. Moreover, GPNMB is involved not only in hypoxic adaptation by regulating blood vessel development and energy metabolism [90] but also in adipose tissue lipogenesis [91]. These genes may contribute to altered energy metabolism in the fetuses of the LN group.

### 3.6. Altered Expression of Genes Associated with One-Carbon Cycle and Uptake of Large Neutral AAs 

Among the LN-induced upregulated genes involved in the target GO and KEGG metabolisms/pathways, the expression levels of 29 genes were examined using qRT-PCR. Of these 29 genes, the qRT-PCR analysis revealed that the expression levels of 26 genes were not significantly different between the LN and HN groups (*p* > 0.10, data not shown); only three genes showing upregulation in the microarray analysis were validated in qRT-PCR analysis (*BDH1*, *MTHFD2*, and *ALDH1L2*). Thus, the upregulation of genes varied among fetuses of the LN group compared with those of the HN group.

MTHFD2 and ALDH1L2, which are involved in folate-mediated 1C metabolism, were highly upregulated in the fetuses of the LN group (Figure 2). The 1C cycle is the crucial metabolic pathway for purine and thymidine biosynthesis, AA homeostasis, and epigenetic regulation [92]. MSEA revealed that purine metabolism and AA metabolism were activated. Glycine, an important byproduct of 1C metabolism, functions as a precursor for the biosynthesis of metabolites, including glutathione, purine, and heme [92]. The upregulated levels of glycine and MTHFD2 support the activation of AA metabolism, which may be utilized to sustain the LN fetal muscle viability.

SLC7A5, also known as large amino acid transporter 1 (LAT1), was upregulated in the fetuses of the LN group. The uptake of large neutral AAs, such as phenylalanine, leucine, and histidine, is mediated by SLC7A5 [93]. Although the mechanism of *SLC7A5* upregulation is unclear, glucose deprivation and low insulin concentration are reported to induce *SLC7A5* upregulation in the retina [94] and skeletal muscle [95], respectively. SLC7A5 also functions as an AA sensor and stimulates the mTORC1 pathway [96]. Hence, a global nutrient-restricted environment may upregulate *SLC7A5* and consequently upregulate the levels of glutamine, phenylalanine, and histidine in the LN fetal muscle. Further studies are needed to examine the mechanism underlying *SLC7A5* upregulation under nutrient-restricted conditions.

### 3.7. Levels of Nutrients for Dams to Be Compared in the Present Study

The present study lacks animals fed on 100% of the nutrient requirement. In a previous study investigating MUN effect on fetuses in cattle, no significant difference in fetal carcass was observed between the dams fed on 70 and 100% of nutritional requirements during day 30–125 of gestation [31]. This result suggested that a relatively small restriction in maternal nutrition level may not cause a significant phenotypic effect on the fetal carcass. In another study, the fetal whole-body, heart, liver, kidney, and placenta masses were not different between 85 and 140% of the required metabolic energy in the feeding for the dams [30]. No significant phenotypic effect of MUN in the latter study can be explained by the milder nutrient restriction [30]. According to their results, the nutrient level within the range of 85–140% may not be significantly different in terms of MUN effect on fetal muscle. To understand the molecular basis underlying the phenotypic effect of MUN on fetal muscle development, it was necessary to use an experimental design that causes significant phenotypic alteration. Furthermore, a broader range of nutrient levels to be compared was was needed, employing the lowest level as much as possible. The 60% was considered as a minimum level to avoid accidents of pregnant cows [32]. During the last two months of gestation, JFSBC recommends 125% and 141% levels of total digestible nutrients (TDN) and CP, respectively, when the nutrient levels required for maintenance are considered as 100%, for pregnant Japanese Black cows [32,97]. Taking these previous studies into account, we considered that 120% of the requirement was an appropriate option as a counterpart treatment to the low level of 60%. In this experimental condition, significant reduction of the masses of fetal skeletal muscles in the LN group was observed as mentioned above [10]. This enabled us to further investigate molecular mechanism of the MUN effect on fetal muscle development in the present study. Thus, we focused on 60 and 120% of the nutrient requirement to be compared; however, 100% of the requirement might be the best nutritionally standard level and is important as the control level to evaluate the nutritional effect. The MUN effect on fetal muscle development in a case using 60 and 100% levels might be different from that in a case using 60 and 120% levels. The effect of MUN, particularly on fetal skeletal muscle phenotype, needs to be further examined using levels of 60 and 100% of the nutrient requirement.

## 4. Materials and Methods

### 4.1. Animals and Dietary Treatments

This study was performed using 11 multiparous Japanese Black cattle (initial BW 488 ± 9.6 kg) at the Iriki farm of Kagoshima University and the farm of Western Region Agricultural Research Center, NARO. The animals were maintained according to the Guide for the Care and Use of Experimental Animals [98]. The experimental protocol was approved by the Kagoshima University Animal Care and Use Committee (#A18007). The management and feeding of animals were performed as described previously [10]. Briefly, the individual diets were designed for pregnant Japanese Black cows to meet 60 or 120% of energy requirement and other nutrients based on the standard diet model for prepregnant BW in JFSBC [32]. Water was supplied sufficiently. The diet comprised the formula feed, total mixed ration, and rice straw as designed previously [10]. According to the JFSC, the recommended contents of dry matter (DM), neutral detergent fiber, acidic detergent fiber, ash, CP, Ca, and *p* in diet are 68.0, 56.1, 36.0, 11.1, 8.0, 0.6, and 0.3%, respectively (all values are expressed as a percentage of DM). The cows randomly assigned to the LN (*n* = 5) and HN (*n* = 6) diet groups were fed on the respective diet during gestation including prepregnant period. Metabolizable energy of the mixture feed for 100% requirement was estimated as 8.56 MJ/kg DM. The cows were subjected to artificial insemination (AI) using male-sorted semen of an identical sire. The pregnancy was diagnosed using trans-rectal ultrasonography (HS-1500; Honda Electronics Co., Ltd., Toyohashi, Japan) at approximately day 40 post-AI.

### 4.2. Sample Collection

In total, 11 fetuses were obtained from the cows through cesarean section at the Kagoshima University Veterinary Teaching Hospital. The fetuses were euthanized by exsanguination at day 260 ± 8.3 of gestation, after injecting 200 mg of lidocaine (AstraZeneca, Osaka, Japan) into the jugular vein. Fetal BW and body length were recorded. The fetuses were dissected to collect the skeletal muscles and adipose tissues for subsequent analysis. The LT muscle was collected from the right side of the carcass, frozen with liquid nitrogen, or soaked in RNA*later*^®^ (Thermo Fisher Scientific, Tokyo, Japan), and stored at −80 °C for further analyses.

### 4.3. Sample Preparation for CE-TOFMS

Among the 11 fetuses, the fetuses with the lowest BW in the LN group (*n* = 4) and those with the highest BW in the HN group (*n* = 4) were selected. The LT muscle samples were subjected to metabolomic analysis using CE-TOFMS. The frozen muscle pieces (46.3–90.0 mg) were immediately immersed into a solution of 50% acetonitrile and 10 μM internal standard solution 1 (Human Metabolome Technologies, Tsuruoka, Japan) at 0 °C and homogenized twice at 1500 rpm for 120 s. The samples were centrifuged at 2300× *g* and 4 °C for 5 min. The upper layer solution was filtered through a Millipore 5-kDa cutoff membrane using centrifugation. The filtrate was lyophilized, suspended in Milli-Q water, and analyzed using CE-TOFMS.

### 4.4. Instrumentation and Conditions of CE-TOFMS

CE-TOFMS was performed using an Agilent capillary electrophoresis system equipped with an Agilent 6210 time-of-flight mass spectrometer, Agilent 1100 isocratic high-performance liquid chromatography pump, Agilent G1603A CE-MS adapter kit, and Agilent G1607A CE-ESI-MS sprayer kit (Agilent Technologies, Waldbronn, Germany). The analytic conditions were identical to those used in a previous study [99]. The spectrometer was scanned from *m*/*z* 50 to 1000.

### 4.5. Data Analysis of CE-TOFMS Results

The raw data of CE-TOFMS were processed with MasterHands as described in a previous study [99]. Among the detected compounds, the compounds annotated in the Human Metabolome Database (ver. 4.0, http://www.hmdb.ca/, accessed on 17 March 2021) or KEGG database (http://www.genome.jp/kegg/, accessed on 17 March 2021) were further analyzed. The relative contents of the annotated compounds were determined by comparing the peaks of compounds with the same MS properties in the analysis. To compare the relative contents of the compounds between the LN and HN groups, the peak areas were normalized to those of the internal standards (methionine sulfone for cations, (+)-camphor-10-sulfonic acid for anions) as well as to sample weight. The contents of major metabolites, such as glycolytic products, AAs, and ATP degradation products were determined using commercially available standards. The abundance of each compound used for comparative analysis was set as 0 when the level of the compound was not detected. File conversion of raw MS data, peak picking, noise reduction, and alignment of data for multiple samples were conducted as previously described [99].

### 4.6. RNA Preparation and Complementary DNA (cDNA) Synthesis

Total RNA was extracted from the LT muscle using the mirVanaTM microRNA isolation kit (Thermo Fisher Scientific, Tokyo, Japan), following the manufacturer’s instructions. The quantity and quality of the RNA were determined using an Agilent Bioanalyzer 2100 with an RNA 6000 Pico kit (Agilent Technologies, Santa Clara, CA, USA). For polymerase chain reaction (PCR) analysis, total RNA was prepared using ISOGEN II (Nippon Gene, Toyama, Japan). The cDNAs were synthesized from 1000 ng of total RNA using the ReverTra Ace qPCR RT kit (Toyobo), following the manufacturer’s instructions.

### 4.7. Microarray Analysis

Similar to metabolomic analysis, the microarray analysis was performed using the muscle samples from fetuses with the lowest BW in the LN group (*n* = 4) and those with the highest BW in the HN group (*n* = 4). The total RNA samples of four steers from the HN and LN groups were pooled and applied to a Bovine (v2) Gene Expression 4x44K Microarray (Agilent). The signals of the hybridized probes were detected using an Agilent Microarray Scanner (Agilent). The results were normalized by quantile method using GeneSpring GX (Agilent). Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, and are accessible through GEO Series accession number GSE176377 (http://www.ncbi.nlm.nih.gov/geo, accessed on 8 June 2021).

### 4.8. Quantitative Real-Time PCR (qRT-PCR) Analysis

The cDNA samples of the LN (*n* = 5) and HN (*n* = 6) groups were subjected to qRT-PCR analysis. The qRT-PCR analysis was performed using CFX96 thermal cycler (Bio-Rad, Hercules, CA, USA) with the QuantiTect SYBR Green PCR kit (Qiagen, Tokyo, Japan) and the primers listed in Table S2. Ribosomal protein L7 (*RPL7*) was used as an internal control. Melting curve analysis was performed to confirm the specificity of the amplification reactions.

### 4.9. Functional Annotation of Target Genes

To classify the genes of interest according to their functional annotation, GO and pathway analyses were performed on the differentially expressed genes, which were determined from qRT-PCR analysis, between the HN and LN groups. The genes of interest were analyzed using Database for Annotation, Visualization, and Integrated Discovery (version 6.7, http://david.abcc.ncifcrf.gov, accessed on 2 February 2021) with the setting of *Bos taurus* as the background species to enrich GO terms and characterize the KEGG pathway terms defined by KEGG (http://www.genome.jp/kegg/, accessed on 17 March 2021) for the respective biological process associated with the effect of MUN. The terms were considered significant at *p* < 0.05.

### 4.10. Statistical Analyses

The effects of LN and HN diets on the metabolite and gene expression profiles were determined. The data were analyzed using the two-sided Student’s *t*-test for metabolomics data or the one-sided Student’s *t*-test for PCR data based on the trend of gene expression in microarray analysis. The differences were considered significant at *p* < 0.05 or a trend at *p* < 0.10. HCA, and MSEA using KEGG as a metabolite set library were performed using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/MetaboAnalyst/faces/home.xhtml, accessed on 26 May 2021).

## 5. Conclusions

This study examined the effect of MUN on the fetal LT muscle development at the late gestational stage, the levels of AAs and other metabolites, and the expression of genes associated with energy metabolism and angiogenesis. The levels of glutamine and its related metabolites were increased, which was associated with decreased muscle mass in the fetuses of the LN group. This suggested that these AAs accumulate due to the downregulation of protein synthesis rather than the activation of protein degradation. AA accumulation may be due to restricted energy caused by the downregulation of energy homeostasis-associated genes, including *ANGPTL4*, *APLNR*, *NOS2*, and glycolytic genes, at the expense of activation of metabolisms such as fatty acids and thermogenesis. MUN also downregulated the angiogenesis-associated genes, such as *ANGPT4*, *ANGPTL4*, and *NOS3* that are important for fetal muscle development through regulation of local blood flow. The findings of this study indicate that the metabolism of AAs and the expression of genes associated with energy expenditure, glucose homeostasis, and angiogenesis were altered in the MUN fetal muscle for prioritizing cell survival over protein accumulation and muscle growth.

## Figures and Tables

**Figure 1:**
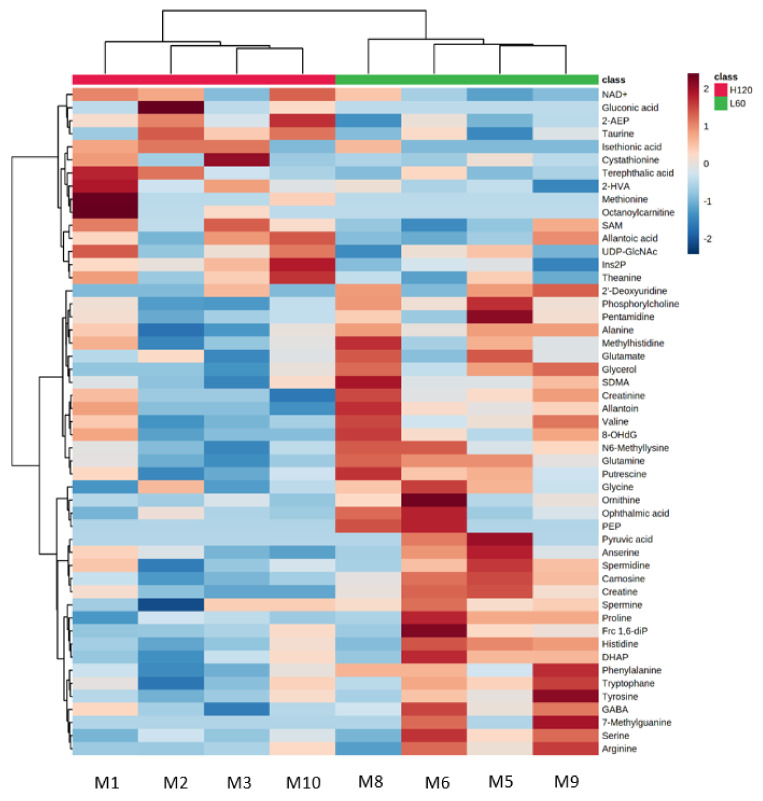
HCA using the top 50 statistically different metabolites between LN (green) and HN (red) fetuses. The row displays the metabolite and the column represents the sample. Metabolites with relatively low contents are displayed in blue, while metabolites with relatively high contents are displayed in brown. The brightness of each color corresponds to the magnitude of the difference when compared with the average value. UDP-GlcNAc: uridine diphosphate *N*-acetylglucosamine/uridine diphosphate *N*-acetylgalactosamine, 8-OHdG: 8-hydroxy-2′-deoxyguanosine, PEP: phosphoenolpyruvic acid, Frc 1,6-diP: fructose 1,6-diphosphate, DHAP: dihydroxyacetone phosphate.

**Figure 2:**
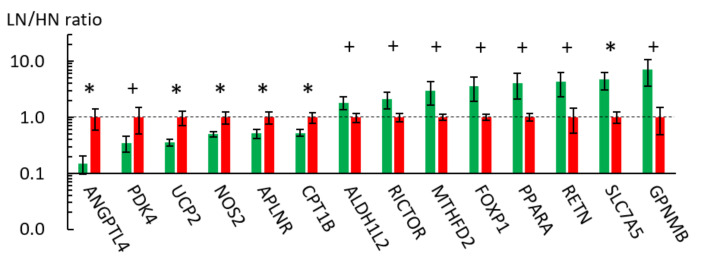
qPCR results of highly down- and upregulated fetal skeletal muscle genes in microarray analysis. The ratios of the normalized gene expression of the LN (green) to HN (red) fetuses are shown as columns. *RPL7* was used as the internal control. Error bars indicate SEM. * and + indicate differences between the LN and HN fetuses at *p* < 0.05 and *p* < 0.10, respectively. *PDK4*: pyruvate dehydrogenase kinase 4, *NOS2*: nitric oxide synthase 2, *CPT1B*: carnitine palmitoyltransferase 1B, *MTHFD2*: methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2, methenyltetrahydrofolate cyclohydrolase, *RICTOR*: RPTOR independent companion of MTOR complex 2, *FOXP1*: forkhead box P1, *PPARA*: peroxisome proliferator activated receptor alpha, *RETN*: resistin, *SLC7A5*: solute carrier family 7 member 5, *GPNMB*: glycoprotein nmb, *ALDH1L2*: aldehyde dehydrogenase 1 family member L2.

**Figure 3:**
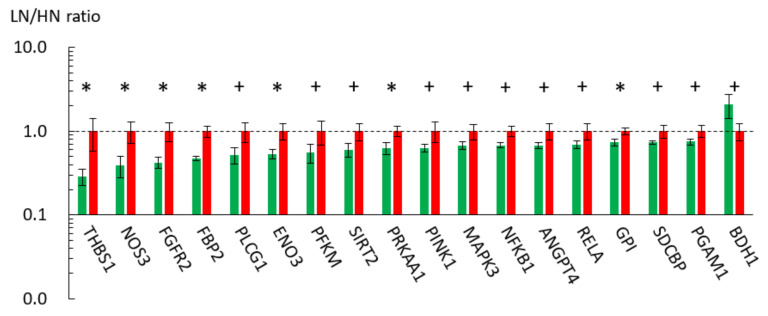
Expression of fetal skeletal muscle genes associated with significant metabolisms/pathways extracted in GO and KEGG analyses. The ratios of the normalized gene expression of the LN (green) to HN (red) fetuses are shown as columns. RPL7 was used as the internal control. Error bars indicate SEM. * and + indicate differences between the LN and HN fetuses at *p* < 0.05 and *p* < 0.10, respectively.

**Figure 4:**
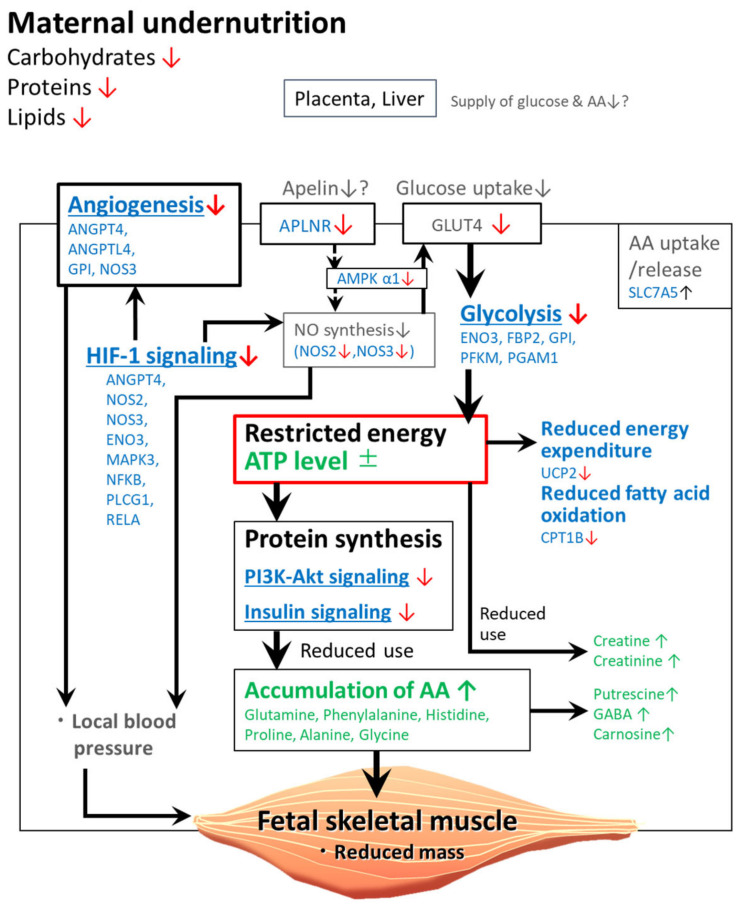
Hypothetic scheme of influences of maternal nutrient restriction on the fetal skeletal muscle molecular pathways and metabolisms. Genes and metabolites are shown in blue and green, respectively. Increase and decrease are indicated in small black and red arrows, respectively. Underlined metabolisms/pathways are significantly extracted in GO/KEGG pathway analysis. Grayed events and metabolites were not determined in this study, but some of these were confirmed in previous studies.

**Table 1:** Phenotypic effect of maternal nutrient restriction on fetal carcass.

	HN (*n* = 5)		LN (*n* = 6)		
	Mean	SE	Mean *	SE *	*p*-Value
Age (d)	261.6	1.5	260.7	1.6	0.684
BW (kg)	32.5	0.5	23.4	2.4	0.005
Total muscle (g)	4889.4	128.7	3496.8	401.3	0.009
% of total BW	15.0	0.4	14.9	0.4	0.733
LT muscle (g)	272.0	7.4	187.0	24.1	0.008
% of total muscle	5.6	0.1	5.3	0.2	0.183

* The values of the LN group were reported previously [10].

**Table 2:** Top 20 differently expressed metabolites in fetal LT muscle between LN and HN groups *.

Compound	LN		HN		Ratio (LN/HN)	*p*-Value
	Mean	SE	Mean	SE		
Carnosine	0.0197	0.0011	0.0148	0.0007	1.3	0.006
Glutamine	0.0215	0.0009	0.0168	0.0008	1.3	0.008
Glycerol	0.1367	0.0105	0.1038	0.0072	1.3	0.022
Creatine	0.0550	0.0026	0.0447	0.0022	1.2	0.023
*N*^6^-Methyllysine	0.0037	0.0003	0.0026	0.0002	1.5	0.028
Phosphorylcholine	0.0125	0.0011	0.0089	0.0007	1.4	0.034
Phenylalanine	0.0097	0.0009	0.0066	0.0007	1.5	0.039
*myo*-Inositol 2-phosphate	0.0007	0.0000	0.0009	0.0001	0.8	0.039
2-Aminoethylphosphonic acid	0.0002	0.0000	0.0003	0.0000	0.6	0.041
Proline	0.0386	0.0033	0.0292	0.0016	1.3	0.043
Alanine	0.1565	0.0044	0.1276	0.0110	1.2	0.059
Putrescine	0.0022	0.0002	0.0015	0.0002	1.4	0.065
Creatinine	0.0189	0.0011	0.0151	0.0016	1.2	0.070
Gamma-amino butyric acid	0.0071	0.0005	0.0055	0.0005	1.3	0.077
Histidine	0.0034	0.0006	0.0019	0.0003	1.8	0.081
Glycine	0.0701	0.0065	0.0506	0.0073	1.4	0.090
2-Hydroxyvaleric acid	0.0002	0.0000	0.0002	0.0001	0.6	0.098
Taurine	0.0249	0.0019	0.0307	0.0026	0.8	0.111
*S*-Adenosylmethionine	0.0006	0.0001	0.0008	0.0001	0.7	0.113
Dihydroxyacetone phosphate	0.0082	0.0016	0.0047	0.0011	1.7	0.118

* Values in table are relative content levels (arbitrary unit). LN and HN: Low and high nutrition treatment, respectively.

**Table 3:** Top 20 fetal muscle metabolisms different between LN and HN fetuses *.

Metabolism/Pathway	Hits/Total Metabolites	*p*-Value	Increased in LN	Decreased in LN
Pyrimidine metabolism	2/39	0.003	Glutamine, Deoxyuridine	
Aminoacyl-tRNA biosynthesis	13/48	0.007	Glutamine, Phenylalanine, Proline, Alanine, Valine, Histidine, Glycine, Tryptophan, Serine, Tyrosine, Glutamate, Arginine	Methionine
Glycerolipid metabolism	2/16	0.007	Glycerol, DHAP	
Arginine biosynthesis	4/14	0.007	Glutamine, Ornithine, Glutamate, Arginine	
Alanine, aspartate and glutamate metabolism	5/28	0.010	Glutamine, Alanine, GABA, Pyruvate, Glutamate	
Glutathione metabolism	6/28	0.011	Putrescine, Glycine, Ornithine, Spermidine, Spermine, Glutamate	
Histidine metabolism	3/16	0.012	Carnosine, Histidine, Glutamate	
Arginine and proline metabolism	11/38	0.012	Creatine, Proline, Putrescine, GABA, Ornithine, Spermidine, Pyruvate, Spermine, Glutamate, Arginine	SAM
Glyoxylate and dicarboxylate metabolism	5/32	0.013	Glutamine, Glycine, Serine, Pyruvate, Glutamate	
Phosphonate and phosphinate metabolism	2/6	0.017	Phosphorylcholine	2-AEP
Glycerophospholipid metabolism	2/36	0.018	Phosphorylcholine, DHAP	
Galactose metabolism	1/27	0.022	Glycerol	
Primary bile acid biosynthesis	2/46	0.025	Glycine	Taurine
Purine metabolism	2/65	0.025	Glutamine, Allantoin	
D-Glutamine and D-glutamate metabolism	4/6	0.029	Glutamate, Glutamine	
Nitrogen metabolism	2/6	0.029	Glutamate, Glutamine	
Glycine, serine and threonine metabolism	5/33	0.036	Creatine, Glycine, Serine, Pyruvate	Cystathionine
β-Alanine metabolism	4/21	0.040	Carnosine, Histidine, Spermidine, Spermine	
Glycolysis/Gluconeogenesis	3/26	0.058	Pyruvate, PEP, DHAP	
Selenocompound metabolism	1/20	0.059	Alanine	

* Metabolisms and pathways that were extracted in MSEA using top 50 different metabolites are listed above.

**Table 4:** Fetal growth and energy associated metabolisms and pathways extracted from downregulated genes *.

Category	Term	*p*-Value	Fold Enrichment	Validated Genes
	KEGG Pathway			
	bta04940:Type I diabetes mellitus	<0.001	3.8050	
	bta00010:Glycolysis/Gluconeogenesis	<0.001	3.1407	*GPI, ENO3, PFKM, PGAM1, FBP2*
	bta04010:MAPK signaling pathway	<0.001	1.9194	*MAPK3, NFKB1, RELA*
	bta04066:HIF-1 signaling pathway	<0.001	2.4950	*ANGPT4, NOS2, NOS3, ENO3, MAPK3, NFKB1, PLCG1, RELA*
	bta01200:Carbon metabolism	<0.001	2.1974	*GPI, PGAM1, ENO3, PFKM, FBP2*
	bta04151:PI3K-Akt signaling pathway	<0.001	1.5906	*ANGPT4, NOS3, MAPK3, NFKB1, PRKAA1, RELA, THBS1*
	bta04919:Thyroid hormone signaling pathway	<0.001	2.1196	*MAPK3, PLCG1*
	bta00030:Pentose phosphate pathway	0.003	3.4713	*GPI, PFKM, FBP2*
	bta04910:Insulin signaling pathway	0.005	1.8377	*FBP2, MAPK3, PRKAA1*
	bta04115:p53 signaling pathway	0.007	2.2001	*THBS1*
	GO: Biological Process			
	GO:0006096~glycolytic process	<0.001	4.3200	*GPI, ENO3, PGAM1*
	GO:0034097~response to cytokine	<0.001	4.0909	*NFKB1, RELA*
	GO:0006094~gluconeogenesis	<0.001	4.2078	*GPI, FBP2, PGAM1*
	GO:0000122~negative regulation of transcription from RNA polymerase II promoter	0.002	1.4727	*FOXP1, NFKB1, RELA*
	GO:0001525~angiogenesis	0.002	1.9050	*GPI, NOS3, ANGPT4, ANGPTL4*
	GO:0042981~regulation of apoptotic process	0.002	1.9474	*PINK1, RELA*
	GO:0050995~negative regulation of lipid catabolic process	0.009	5.4545	*PRKAA1*
	GO:0090200~positive regulation of release of cytochrome c from mitochondria	0.009	3.6172	*PINK1*
	GO:0043536~positive regulation of blood vessel endothelial cell migration	0.010	4.2078	*ANGPTL4, PLCG1, THBS1*
	GO:0042177~negative regulation of protein catabolic process	0.010	3.1418	*NOS2, SIRT2, RELA*

* Top 20 metabolisms/pathways extracted at *p* < 0.05 are listed. GPI: glucose-6-phosphate isomerase, ENO3: enolase 3, PFKM: phosphofructokinase, muscle, FBP2: fructose-bisphosphatase 2, PGAM1: phosphoglycerate mutase 1, ANGPT4: angiopoietin 4, NOS2: nitric oxide synthase 2, NOS3: nitric oxide synthase 3, MAPK3: mitogen-activated protein kinase 3, NFKB1: nuclear factor kappa B subunit 1, PLCG1: phospholipase C gamma 1, PRKAA1: protein kinase AMP-activated catalytic subunit alpha 1, RELA: RELA proto-oncogene, NF-kB subunit, THBS1: thrombospondin 1, FOXP1: forkhead box P1, SIRT2: sirtuin 2.

**Table 5:** Fetal growth and energy associated metabolisms and pathways extracted from upregulated genes *.

Category	Term	*p*-Value	Fold Enrichment	Validated Genes
	KEGG Pathway			
	bta01230:Biosynthesis of amino acids	<0.001	2.8335	
	bta00970:Aminoacyl-tRNA biosynthesis	<0.001	3.4187	
	bta00260:Glycine, serine and threonine metabolism	<0.001	3.4636	
	bta00072:Synthesis and degradation of ketone bodies	0.001	6.4548	*BDH1*
	bta04512:ECM-receptor interaction	0.002	2.3124	
	bta00670:One carbon pool by folate	0.003	4.6021	*MTHFD2, ALDH1L2*
	bta04550:Signaling pathways regulating pluripotency of stem cells	0.003	1.9581	
	bta04974:Protein digestion and absorption	0.004	2.2541	
	GO: Biological Process			
	GO:0006730~one-carbon metabolic process	<0.001	4.4172	*MTHFD2, ALDH1L2*
	GO:0046653~tetrahydrofolate metabolic process	<0.001	10.6749	*MTHFD2*

* Top 20 metabolisms/pathways extracted at *p* < 0.05 are listed. BDH1: 3-hydroxybutyrate dehydrogenase 1, MTHFD2: methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2, methenyltetrahydrofolate cyclohydrolase, ALDH1L2: aldehyde dehydrogenase 1 family member L2.

## Data Availability

Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, and are accessible through GEO Series accession number GSE176377 (http://www.ncbi.nlm.nih.gov/geo, accessed on 8 June 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/metabo11090582/s1, Table S1: Relative levels of detected metabolites in LN and HN fetal LT muscle by CE-TOFMS metabolomics, Table S2: PCR primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

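Total RNA of the LT muscle of fetuses at 8.5 months of gestation was measured on 2 Agilent Bovine (v2) arrays of the same slide. The HN array held the pooled RNA of 4 fetuses from dams fed 120% of the nutritional requirement, those with the highest BW, and the LN array that of 4 fetuses from dams fed 60%, those with the lowest BW. The groups thus differ in diet and in the selection of fetuses by BW, and each has 1 array. No replicate check, no test between the groups and no p-value was possible, and the comparison made throughout is LN against HN.

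The authors extracted the spot signals with Feature Extraction 11.0.1.1, and deposited them as background-corrected and detrended intensities without normalization between the arrays, with flags and error estimates per spot. The authors' normalized values are on the log2 scale, as judged from the values, because their scale is not stated in the table. The sorted values of both arrays differ by at most 0.00036, as quantile normalization gives, and correlate with the log2 intensities of each array across probes (Pearson's r 0.9995 for HN and 0.9996 for LN, slopes 0.971 and 0.961). They cover 30027 probes, while 613 more were well above background on both arrays. Every column given per sample was used or examined.

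Each array holds 45220 spots, of which 43803 are not controls. Log2 intensities were normalized by the quantile method with limma 3.58.1 in R 4.3.3, as the paper states the quantile method. Spots with a non-uniformity or population outlier flag on either array were removed (13 spots, 1 probe lost), and the spots of a probe were averaged, 50 probes having 4 spots. The 43652 remaining probes were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A probe was detected when well above background on at least 1 array (32775 probes), and 30639 probes were so on both. For the 2136 probes detected on 1 array only, 284 dim on HN and 1852 dim on LN, the dim side was set to the lowest normalized signal marked as well above background on that array (log2 2.27 on HN and 2.82 on LN), or to its own value where that was higher. In 789 of them the bright side did not exceed this limit and no fold was given. The limit is higher on the LN array, on which more probes were dim. The value of a gene is the mean over its detected probes with a fold, and 415 detected genes had none. The size of a gene's change is a lower limit where it includes a probe with the limit that moves in the direction of the gene, but not where such a probe moves the other way or where a probe without a fold was left out. The median error estimate of the software was 10.0% of the signal on both arrays. The number of arrays limits the precision.

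Probe accessions were matched to symbols through the gene table of assembly ARS-UCD2.0, used only for names and neighbouring genes. The array design refers to an older assembly, so no coordinates are given. Of the probes used, 26742 matched, for 12603 symbols, and the others were grouped by the name given with the probe. A gene called unmatched may be on the array under an identifier that the table does not hold.

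The genes named in the text were chosen by a rule: every gene the paper names from its arrays or in Figures 2 and 3 and Tables 4 and 5, the 10 largest rises and 10 largest falls among genes whose detected probes were all measured on both arrays, and members of the gene lists. The values of some members of the lists are not reported here. Of unnamed transcripts, a pair was printed in each direction. The 18 gene lists (449 entries) were written by hand from general knowledge and are not KEGG or GO sets. They cover glycolysis, one-carbon metabolism, serine and glycine, aminoacyl-tRNA synthetases, ketone bodies, angiogenesis, endothelial cells, the amino acid response, neutrophils, macrophages, erythroid cells, slow fibres, fast fibres, developmental muscle genes, lipid oxidation, NF-kB and inflammation, ribosomal proteins and extracellular matrix. A list is described by its median log2 LN/HN and by the percentile of this median among 10000 random lists of the same size, drawn from genes with a symbol and matched in 20 bins of mean signal. A percentile below 2.5 or above 97.5 is called outside the random range, as a description of these arrays.

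The steps were tested on simulated data in which 200 of 19807 genes were changed. All of these were recovered (100%), with a median error of 0.12 on the log2 scale, and 11 of the 19607 unchanged genes passed 2-fold. The sizes of the simulated changes are not given here, and genes with dim probes were not scored separately. The recovery therefore does not show how small changes would fare, and it is no check of the limit set for dim probes. A raised list reached percentile 100, and 7% of 200 random lists fell outside the range of 2.5 to 97.5.

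The thresholds, the rule for named genes, the gene lists and 12 alternative settings were chosen before the data were examined. The alternatives were subtraction of the 75th percentile, cyclic loess, no normalization, the normexp background correction with offset 50, the authors' normalized values, 3 other filters on dim probes, values without a limit on the dim side, 2 other ways to combine the probes of a gene, and matched genes only. The normexp setting had been written for the mean spot signal, which is not a column of the tables used here, and was run on the median spot signal. The following were fixed only after values had been seen: the handling of probes without a fold, the removal of a spot flagged on either array, the reading of measured on both arrays as every detected probe, the pool and bins of the random lists, the spread that separates a moved from a stable value, and which list medians were singled out for a closer look. Before these steps were written, several definitions of a detected gene and several thresholds had been tried on the authors' values, and none gave the paper's counts of genes. The setting that keeps spots with an outlier flag and the test of the flawed spot of *SDCBP* were added after the flag had been seen. A 95% exact (Clopper-Pearson) interval was added to 1 test after its value had been seen.

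The qRT-PCR, metabolite and carcass measurements and the GO and KEGG enrichment were not analysed here.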

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

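The choice of the lists in this part was made after their medians had been seen. The tests of the amino acid response and of neutrophils were written before their values had been seen. All values come from 1 array per pool, so variation between fetuses stays open for each of them.

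The amino acid response list, a hand-written set of genes induced by ATF4 when amino acids are short or the endoplasmic reticulum is stressed, was singled out because the paper does not discuss it as a group. Its median log2 LN/HN was 0.38 over 35 genes (percentile 100 of the matched random lists), with 31 genes higher in the LN pool. Of its genes with a value, 4 are named in the paper and 14 are also in another list. Without *TRIB3*, *MTHFD2*, *ALDH1L2* and *SLC7A5*, the median of the 31 others was 0.34 (percentile 100), which is what a response of the whole group would give. The median stayed between 0.25 and 0.53 over all settings, at percentile 100 in each, so neither the scaling of the arrays nor the filter on dim probes removed it. Bright genes were among those higher, such as *PHGDH* (log2 signal 10.43 in HN and 11.92 in LN) and *CEBPG* (10.29 and 11.35, log2 LN/HN 1.06), as were *PCK2* (1.26), *ASNS* (1.14) and *DDIT3* (0.87). *ATF4* itself had a log2 LN/HN of 0.26. Against an equal rise of all members, *ATF3* (-0.95), *PPP1R15A* (-0.65, which includes a limit from a dim probe) and *DDIT4* (-0.51) were lower. These values are consistent with an amino acid response in the LN pool, as a hypothesis. The paper reports higher levels of several amino acids in the LN muscle, glutamine and phenylalanine among them, which goes against a shortage of those. By qRT-PCR it reports *MTHFD2*, *ALDH1L2* and *SLC7A5* as upregulated, but *TRIB3* as not different. The maternal diet, the selection by BW, the handling of the tissue and single fetuses in the pool remain open and were not tested.

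The neutrophil list was singled out because the paper names only *OLFM4* and *RETN* of it and does not discuss the cell type. Its median log2 LN/HN was 0.68 over 19 genes (percentile 100), and 13 genes were higher. None of its genes is in another list, and how many of them the muscle itself expresses is not known from these pools. Without *RETN*, the median of the 18 others was 0.64 (percentile 100), and *OLFM4* had no matched probe. The rise may come from RNA of neutrophils or their precursors in the LN pool, as a hypothesis. The most abundant members that rose were *CATHL4* (log2 signal 9.18 in HN and 10.38 in LN), *CATHL1* (9.43 and 10.11), *S100A12* (8.29 and 8.90) and *S100A8* (7.24 and 8.63). *MPO* was dim on the HN array and at least 8.62-fold higher. Other members go against a rise of the whole cell type. *ALOX5AP* had a log2 LN/HN of -0.03, *CATHL5* of 0.03 and *FCGR3A* of -0.48, and *RETN* rose in 1 of its 2 probes. *ALOX5AP* is not restricted to neutrophils, and other cells could hide a small rise in it. The erythroid list, with a median of -0.076 (percentile 17.4), argues against more blood as a whole, and the log2 LN/HN of *HBA*, its brightest gene, was 0.0021. The list kept percentile 100 in all settings, with medians from 0.33 after the normexp correction to 0.70. A single fetus with more of these cells would give the same pattern, and the pool cannot show it.

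The ribosomal protein list had a median log2 LN/HN of 0.048 over 56 genes (percentile 99.95), with 44 genes higher and none past 1.25-fold. The medians of the random lists lay between -0.037 and 0.028 in 95% of cases. When the 75th percentile of each array was subtracted, the median was 0.00061, so its direction away from 0 may depend on the scaling, although its percentile was 99.25. No biological explanation was tested.

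The extracellular matrix list had a median log2 LN/HN of 0.098 over 24 genes (percentile 99.6), with 15 genes higher. *ELN* (0.82), *POSTN* (0.45), *COL1A2* (0.42), *COL1A1* (0.34) and *COL3A1* (0.33) were higher, and *COL6A1* (-0.06) and *COL4A1* (-0.08) were not. The percentile fell within the random range after cyclic loess (96.7), with probes positive and significant against background (96.04), without a filter on dim probes (96.1) and without a limit on the dim side (96.8). The position of this list outside the random range therefore depended on the processing. No explanation of it was tested.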

How the results depend on the processing

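No paired analysis was possible because each group had 1 array. The setting with flagged spots kept was chosen after seeing the data. Of 314 values of counts, list medians and spike-in RNAs under other settings, 251 stayed within their spread (counts within 1.5-fold) and 63 moved. None was labelled as reversed, a label that a change of sign alone did not give. The median of the developmental muscle list changed sign, from -0.0015 to 0.0068 after cyclic loess and 0.012 with the brightest probe. Of 663 values of named genes, 510 stayed, 153 moved (62 further from 0 and 91 closer to it), and 13, in 6 genes, changed sign. No gene with a sign change had a main value past 0.29. The cause of the moves was not tested except where the construction of a setting gives it.

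With the 75th percentile subtracted, 80 genes were past 2-fold higher, 93 past 2-fold lower and 2693 past 1.25-fold lower. The list medians were 0.019 for one-carbon metabolism, -0.19 for angiogenesis, 0.60 for neutrophils, -0.11 for slow fibres, -0.24 for fast fibres and 0.00061 for ribosomal proteins. Without normalization, and also in the authors' values, 91 genes were past 2-fold higher. After normexp, run on the median spot signal, the 2-fold counts were 9 and 4 and the 1.25-fold counts 319 and 386, because its offset of 50 draws dim ratios toward 0. The medians were 0.33 for neutrophils, 0.25 for the amino acid response, -0.16 for endothelial cells, 0.083 for ketone bodies, 0.14 for aminoacyl-tRNA synthetases and 0.17 for serine and glycine.

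With probes well above background on both arrays, 81 genes were past 2-fold higher, since genes with dim probes drop out. With probes positive and significant on 1 array, there were 664 higher and 655 lower genes past 2-fold, and 3121 and 3785 past 1.25-fold. The medians were 0.15 for ketone bodies, -0.16 for erythroid cells and 0.61 for neutrophils. Without a filter, the counts were 595 and 595 past 2-fold and 3251 and 3592 past 1.25-fold, with medians of 0.15 for ketone bodies and 0.58 for neutrophils. Without a limit on the dim side, 263 genes were past 2-fold lower, and the amino acid response had a median of 0.35. Signal over background thus limits the counts, and less so the list medians.

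With the brightest probe of each gene, the medians were -0.10 for glycolysis, 0.16 for one-carbon metabolism, 0.40 for serine and glycine, 0.41 for ketone bodies, -0.20 for angiogenesis, 0.47 for the amino acid response, 0 for slow fibres, -0.083 for fast fibres, -0.28 for lipid oxidation and 0.18 for extracellular matrix. The probe with the largest change gave 223 genes past 2-fold higher, because any probe past the threshold then counts. Its medians were -0.38 for glycolysis, 0.37 for serine and glycine, 0.41 for ketone bodies, -0.23 for angiogenesis, -0.12 for slow fibres, -0.28 for fast fibres, -0.34 for lipid oxidation, 0.094 for ribosomal proteins, 0.21 for extracellular matrix and 0.53 for the amino acid response. With matched genes only, 10783 genes were detected, 72 and 30 were past 2-fold and 830 and 852 past 1.25-fold, because fewer genes are counted.

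The number of genes with the direction of the qRT-PCR stayed between 29 and 31. Glycolysis, angiogenesis, endothelial, fast fibre and lipid oxidation genes stayed below, and serine and glycine, aminoacyl-tRNA synthetase, amino acid response, neutrophil and ribosomal protein genes above the random range in every setting. One-carbon metabolism, ketone bodies, extracellular matrix and macrophages crossed it in some. Spike-in RNAs had a median of -0.017, and were measured in 2 other scalings only (-0.042 and -0.0071).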

Differences from the paper's values

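The paper's number of detected unique genes is 12786, and 19969 genes were detected here. Among the alternatives set before the data were examined, the number came within 1.5-fold of the paper's value with the authors' normalized values (18457), with probes well above background on both arrays (18800) and with matched genes only (10783). It did not under subtraction of the 75th percentile, cyclic loess, no normalization, the normexp correction, no limit on the dim side, the brightest probe or the probe with the largest change (19969 in each), nor with probes positive and significant on 1 array (23791) or without a filter (26714).

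The paper's number of genes more than 2-fold lower in the LN group is 32, and 56 genes were lower here. With probes well above background on both arrays (43) and with matched genes only (30) the number came within 1.5-fold of the paper's. It did not with the 75th percentile subtracted (93), cyclic loess (75), no normalization (84), the normexp correction (4), the authors' normalized values (81), probes positive and significant on 1 array (655), no filter (595), no limit on the dim side (263), the brightest probe (56) or the probe with the largest change (82). Neither setting that came close for the lower genes also came close for the paper's 187 higher genes, of which they gave 81 and 72.

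The paper places *SDCBP* among the genes with the largest rises. Its log2 LN/HN was -0.03 here and between -0.07 and -0.01 under the 12 alternatives set before the data were examined, all of which leave out the probe with the flag. This includes the setting with the authors' normalized values (-0.03), although those values retain that probe (3.85). With spots with an outlier flag kept, a setting chosen after seeing the values, it was 1.35, and the probe with the flag alone had 4.11. The paper's text states no difference of *SDCBP* between the groups by qRT-PCR, while Figure 3 draws it lower, and it is counted as lower in the tally of directions.

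The paper places *APLNR* among the largest falls, where it had rank 209 (log2 LN/HN -0.71). It was past 2-fold in the authors' normalized values (-1.16) and with the probe of the largest change (-1.23). *TRIB3*, which the paper places among the largest rises, had rank 95 (1.11), with 1.98 for its brightest probe, 2.01 for the probe of the largest change and 2.06 in the authors' values. *RXRA*, *OLFM4* and XM_005208051 had no value here.

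Of the 23 genes that the paper draws lower by qRT-PCR, 21 were lower on the arrays. *PRKAA1* (0.04) and *FGFR2* (0.17) were higher. *PRKAA1* was lower with the 75th percentile subtracted (-0.02), after the normexp correction (-0.02), with its brightest probe (-0.08) and with the probe of the largest change (-0.42). *FGFR2* was lower after the normexp correction (-0.03), with probes positive and significant on 1 array and without a filter (-0.31 in both), without a limit on the dim side (-0.11) and with its brightest probe (-0.26). *FOXP1*, listed in Table 4 among downregulated genes and drawn higher in Figure 2, had a log2 LN/HN of 0.15 and was not lower in any setting.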

Other observations

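The test of the flawed spot of *SDCBP* and the interval around the share of higher genes were chosen only after the result had been seen. The other tests in this part were written before their values had been seen.

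Of the genes past 2-fold, 71.3% were higher in the LN pool. If scaling between the arrays made this excess, the share was to fall under 60% in at least 1 other normalization. It was 46.2% with the 75th percentile subtracted, 52% without normalization, 58.1% after cyclic loess and 69.2% after the normexp correction, which left 13 genes past 2-fold. The excess may therefore depend on the scaling. A second explanation was dim probes. Among genes above the median signal, 76% were higher (19 of 25), and by the prediction written beforehand a share past 60% counts against dim probes as the cause. An exact 95% interval, added after this value had been seen, runs from 54.9% to 90.6% and so includes values under 60%. At or below the median signal the share was 70.6%. With probes measured on both arrays only, it was 65.3% of 124 genes. In the authors' normalized values, which hold only such probes, it was 52.9% (91 higher and 81 lower). The share was 43.6% without a limit on the dim side (203 higher and 263 lower), 50.3% with probes positive and significant on 1 array (664 and 655) and 50% without a filter (595 and 595), all under the same normalization. In these settings the higher genes increased in number and the lower genes increased more. The excess of higher genes thus depended on how dim probes were handled. More probes were dim on the LN array only (1852) than on the HN array only (284), so the limit held back falls more often than rises. The limit itself was higher on the LN array (log2 2.82) than on the HN array (2.27). The part of dim probes in the excess was left open, because 25 bright genes are few and their interval includes shares under 60%.

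The 1 probe of *SDCBP* with a 17.2-fold rise carries the software's flag for non-uniform pixels, and the other probes of the gene had a mean log2 LN/HN of -0.032. A flaw of that spot is a candidate source of the rise. A transcript form that only this probe detects was not tested.

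*NOS3*, *APLNR* and *ANGPT4* were lower in the LN pool, and a lower share of endothelial cells was tested as an explanation. The endothelial list had a median log2 LN/HN of -0.24 over 20 genes (percentile 0 of the matched random lists), with 17 genes lower, and 5 of its genes are also in another list. Among its brightest genes, *CLDN5* (log2 signal 11.63 in HN and 11.24 in LN), *SOX18* (11.13 and 10.61) and *PECAM1* (10.50 and 10.18) were lower, and *CLEC14A* (11.90 in both) was not. *CD34* (0.30) was higher, as was *ERG* (0.27), through 1 dim probe, while its other probes gave -0.30 and -0.31. These values are consistent with a lower share of endothelial cells, as a hypothesis, and lower expression within these cells would give the same result.

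*GPNMB* was higher in the LN pool, and RNA from macrophages was tested as its source. Without *GPNMB*, the 15 other macrophage genes had a median of -0.15 (percentile 0.85). The brightest, *C1QB* (11.00 in HN and 10.54 in LN) and *C1QC* (10.86 and 10.45), were lower. This argues against more macrophages as a whole as the source. A rise of *GPNMB* within macrophages, or in a part of them, was not tested. With *GPNMB* the median of the list was -0.11 (percentile 3.18).

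For the lower glycolytic genes, a shift of fibre type or maturity was tested. Fast fibre genes had a median of -0.20 (percentile 0), whereas slow fibre genes (-0.054, percentile 10.9) and developmental muscle genes (-0.0015, percentile 52.4) were within the random range. A shift was to raise slow or developmental genes, and no shift was to leave fast fibre genes in the range, so neither outcome was met. The explanation stays open, because members of the developmental list went both ways, from -0.97 for *MYL4* to 0.35 for *MYH8*. Among the fast fibre genes, *ACTN3* (-0.60), *MYH1* (-0.50) and *CASQ1* (-0.34) were lower whereas the brightest, *TNNC2* (0), *MYL11* (0.012) and *MYL1* (-0.0054), changed little, and quantile normalization holds the brightest probes of both arrays close together.

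*PDK4*, *ANGPTL4*, *UCP2* and *CPT1B* were lower in the LN pool. The 18 other genes of the lipid oxidation list had a median of -0.13 (percentile 0.35), so a lower program of lipid oxidation as a whole is a hypothesis that these values suggest. *PLIN2* (0.54), *PPARA* (0.29) and *PPARGC1A* (0.24) went the other way.

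Some genes outside the rule for named genes were chosen after their values were seen. Both probes of *BOLA-DQA5* were detected on the HN array and dim on the LN array, at least 15.3-fold and 32.5-fold lower. The transcript listed as NM_001079577 was at least 49.2-fold higher from 1 probe that was dim on the HN array. Of the 2 probes of *ASIP*, 1 was at least 26.7-fold higher and the other had a log2 LN/HN of 0.10. *UCP3*, a member of the lipid oxidation list, was lower in both probes (-2.12 each, the dimmer a limit). Its gene lies near *UCP2*, with 1 other gene starting between them in the ARS-UCD2.0 table. Sequence differences between the pooled fetuses were not tested, and no explanation is given for these values.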
